# Transcriptomic response is more sensitive to water deficit in shoots than roots of *Vitis riparia* (Michx.)

**DOI:** 10.1186/s12870-019-1664-7

**Published:** 2019-02-13

**Authors:** Vedbar Singh Khadka, Kimberley Vaughn, Juan Xie, Padmapriya Swaminathan, Qin Ma, Grant R. Cramer, Anne Y. Fennell

**Keywords:** Drought, Grapevine, ABA, ABF2, ABF3, NAC, Circadian rhythm, Cytokinin, Signaling network, *Vitis riparia*

## Abstract

**Background:**

Drought is an important constraint on grapevine sustainability. *Vitis riparia,* widely used in rootstock and scion breeding, has been studied in isolated leaf drying response studies; however, it is essential to identify key root and shoot water deficit signaling traits in intact plants. This information will aid improved scion and rootstock selection and management practices in grapevine. RNAseq data were generated from *V. riparia* roots and shoots under water deficit and well-watered conditions to determine root signaling and shoot responses to water deficit.

**Results:**

Shoot elongation, photosynthetic rate, and stomatal conductance were significantly reduced in water deficit (WD) treated than in well-watered grapevines. RNAseq analysis indicated greater transcriptional differences in shoots than in roots under WD, with 6925 and 1395 genes differentially expressed, respectively (q-value < 0.05). There were 50 and 25 VitisNet pathways significantly enriched in WD relative to well-watered treatments in grapevine shoots and roots, respectively. The ABA biosynthesis genes beta-carotene hydroxylase, zeaxanthin epoxidase, and 9-cis-epoxycarotenoid dioxygenases were up-regulated in WD root and WD shoot. A positive enrichment of ABA biosynthesis genes and signaling pathways in WD grapevine roots indicated enhanced root signaling to the shoot. An increased frequency of differentially expressed reactive oxygen species scavenging (ROS) genes were found in the WD shoot. Analyses of hormone signaling genes indicated a strong ABA, auxin, and ethylene network and an ABA, cytokinin, and circadian rhythm network in both WD shoot and WD root.

**Conclusions:**

This work supports previous findings in detached leaf studies suggesting ABA-responsive binding factor 2 (*ABF2*) is a central regulator in ABA signaling in the WD shoot. Likewise, ABF2 may have a key role in *V. riparia* WD shoot and WD root. A role for *ABF3* was indicated only in WD root. WD shoot and WD root hormone expression analysis identified strong ABA, auxin, ethylene, cytokinin, and circadian rhythm signaling networks. These results present the first ABA, cytokinin, and circadian rhythm signaling network in roots under water deficit. These networks point to organ specific regulators that should be explored to further define the communication network from soil to shoot.

**Electronic supplementary material:**

The online version of this article (10.1186/s12870-019-1664-7) contains supplementary material, which is available to authorized users.

## Background

Sustainability of woody temperate fruit crops production has become a major concern in today’s context of continued reduction of arable land and water resources due in part to an increase in global warming. The perennial grapevine is the most widely cultivated woody fruit crop with over 7.6 million hectares and 75 million metric tons production [1]. *Vitis riparia Michx.*, the only grape species native to the upper Midwest region of the United States [2], plays a vital role in the global grape industry through its use in rootstocks, which are used commercially throughout the world as well as in hybrid scion cultivar development. *V. riparia* is noted for its resistance to phylloxera, adaptation to variant soil types, and low temperature tolerance, but is suggested to have limited drought tolerance relative to other grapevine genotypes [3–7]. With the changing climatic conditions, drought is a primary environmental constraint on grapevine growth, development, and sustainability [8–11].

Physiological responses to water deficit have been well studied in grapevine, and recently transcriptional changes have been examined in leaf tissues under a variety of water deficit conditions [12–16]. Rootstock and scion experiments have shown that increased root vigor and hydraulic conductance results in increased leaf area and leaf-area specific transpiration [16]. Root perception of soil water status promotes changes in gene expression and hydraulic conductance promoting ABA biosynthesis and signaling in plants [17–19]. Transcriptomic analysis of leaves and roots of drought tolerant and intolerant rootstocks indicate differences in leaf response are genotype dependent [18]. Signals from the root regulate stomata closure, which restricts water loss and limits carbon assimilation [20–25]. The synthesis of ABA and ethylene in the drying root are indicated as long-distance chemical signals to the shoot [15, 17, 19, 24]. While many studies have addressed grapevine leaf and berry molecular responses under water deficit pointing to the central role of ABA in signaling response [13, 14, 26–33], there has been more limited exploration of root signaling characteristics [17, 18]. However, these studies together indicate key roles for ABA and ethylene in grapevine responses to water deficit. We hypothesize that while ABA signaling plays a key role in the complex signaling between the root and shoot, the signaling networks will also include differences due to organ functional differences. In addition, it is expected that root response to water deficit is dependent on carbohydrate metabolism for osmotic potential changes where the carbohydrates are provided in large part by shoot photosynthetic activity. It is therefore essential to determine both the root signaling of soil water conditions and shoot responses to provide a well-informed genomic knowledge base for improved selection of grapevine rootstock and scion cultivars. The roots are the source of water uptake and signals of soil water conditions; therefore, both root and shoot need to be studied together. In this study, *V. riparia* root and shoot responses to a gradually induced water deficit were evaluated to identify signature tissue gene expression responses. The foundational information on root signaling of water deficit for this important rootstock species will be useful as we hypothesize that there will be differences in the root and green shoot signaling responses. This information will help identify key signaling networks and traits for improving grapevine management practices and selection of new rootstocks [30].

## Methods

### Grapevine material and growth conditions

Potted spur-pruned, ten-year-old *V. riparia* Michx. (U.S. National Plant Germplasm System PI588259) vines were removed from cold storage, root pruned, repotted in fresh medium in 15 L pots, and grown under a long photoperiod (15 h) with 25/20 °C ± 3 °C day/night temperatures and 600 to 1400 μmol m^− 2^ s^− 1^ photosynthetic photon flux in a climate-controlled, un-shaded glass greenhouse (En Tech Control Systems Inc., Montrose, MN) in Brookings, SD, USA (44.3°N). Three shoots were allowed to develop on each grapevine. After 30 d, when the grapevine shoots had reached 12–15 nodes, 36 grapevines were randomized into two groups: water deficit (WD) and well-watered control (C). Five days after randomization, differential water treatments began: WD received no water and C received 2 L of tap water each day, which allowed for gravitational water runoff. Shoot elongation (length and node number) was recorded in nine grapevines from each treatment every other day, starting the day before treatment induction. Physiological measurements occurred at 7 and 14 d of treatment on three separate replicates for each treatment; each separate replicate was composed of three vines.

### Physiological measurements

Stem water potential (Ψ_stem_) was measured with a modified 3005HGPL plant water status console (Soil Moisture Equipment Corp., Santa Barbara, CA) on young, newly expanded leaves (5th fully expanded leaf from the shoot tip) as previously described [31]. The leaves were wrapped in foil and sealed in a plastic bag while still on the grapevine to equilibrate to the stem water potential [34]. The leaves equilibrated for two hours, were excised, and Ψ_stem_ was immediately measured with the pressure chamber. One leaf from each grapevine in each replicate was measured; vines were only used once for these destructive measurements, thus no repeat measures were made.

Net photosynthesis rate (Pn) and stomatal conductance (SC) were measured with a CI-340 portable photosynthesis meter (CID, Inc.) just prior to measuring stem water potential (Ψ_stem_). Gas exchange measurements were taken using leaves on separate shoots, but at the same node position as the leaves used for Ψ_stem_. Photosynthetic measurements were made in one grapevine from each replication for each treatment (WD, C) and time point (7 d, 14 d). The leaf chamber covered 11 cm^2^ of the total leaf area and the meter operated under open conditions. Leaf and air temperature were measured by an additional sensor. A CI-301LA light attachment was used to maintain photosynthetically active radiation (PAR) at ≥2400 μmol m^− 2^ s^− 1^. Fresh weight (FW) measurements were recorded from each grapevine on a 4-node shoot tip and 5 cm root tips for each of the three separate replicates (*n* = 3). The organs were then dried at 60 °C and dry weight (DW) recorded. Percent water content (WC), hydration value ((HV: g H2O/g DW; (WC = (FW-DW)/DW)) and dry matter content (DMC: DW/FW) were calculated. At the same time, root tips (2 cm) and 4-node shoot tips were excised, plunged in liquid nitrogen, and stored at − 80 °C for future RNA extraction.

Statistical significance of treatment, time, and interaction effects of Pn, SC, Ψ_stem_, and WC values were determined using analysis of variance (ANOVA). These measures were conducted using new vines at each time point as water potential and water content were destructive measures. Mean separation of significant factors was determined with a Student-Newman-Keuls test at *p* < 0.05. Growth measurements were analyzed with repeated measure ANOVA as the same vines were measured repeatedly throughout the study.

### RNA extraction

Root and shoot samples from the 14 d C and WD treatments were used for transcriptomic analysis, as this time point showed distinct physiological differences between treatments. Total RNA was extracted from 100 mg of frozen pulverized shoot tips as described by [35]. Total RNA was extracted from multiple root tips (5 cm) for each replicate using the Qiagen RNeasy Midi RNA isolation kit (Qiagen, 75,144) according to manufacturer protocol. DNA was removed using an RNase-Free DNase kit (Qiagen, #79254). RNA quality and quantity of the shoot and root tissue were verified using an Agilent 2100 Bioanalyzer and RNA 6000 nano chip (#5067–1511).

### Real-time PCR

Real-time PCR was used to evaluate expression levels of seven ABA metabolic and signaling genes and a reference gene in root and shoot tissues prior to RNA sequencing. Primers were designed with PrimerQuest (Integrated DNA Technologies, http://www.idtdna.com), using the default parameters for real-time PCR (Additional file 1: Table S1). Candidate genes included zeaxanthin epoxidase (*ABA1;* VIT_07s0031g00620*),* 9-cis-epoxycarotenoid dioxygenase 3 (*NCED3;* VIT_19s0093g00550), protein phosphatase 2CA (*PP2CA;* VIT_13s0019g02200), ABA 8′-hydroxylase 3 (*CYP707A3;* VIT_02s0087g00710), molybdenum cofactor sulfurase (*ABA3, SIR3;* VIT_19s0027g01090), protein phosphatase 2C 16 (*ABI1;* VIT_11s0016g03180), and UDP-glycosoyltransferase 73B3 (*UGT73B3*; VIT_03s0063g00040). *V. riparia* eukaryotic initiation factor4A (*VreIF4A*) was used as a reference gene [35] (transcript abundance of this gene was not affected by the water deficit treatment in our RNAseq dataset). Three separate PCR reactions were conducted for each of the three replicates from each treatment. Primer optimization, cDNA synthesis, standard curves, and real-time PCR reactions (including parameters) were conducted as described by [35]. Data analysis was performed with MxProQPCR software (Stratagene, LaJolla, CA, USA). Relative expression ratios of candidate genes (*ABA1, NCED3, PP2CA, CYP707A3*, *ABA3, ABI1,* and *UGT737B3*) to the reference gene (*VreIF4A*) were calculated using R = (E_target_)^ΔCt^_target_^(control-sample)^ / (E_ref_)^ΔCt^_ref_^(control-sample)^; where E = 1 + MxPro efficiency; target = candidate gene; ref. = *VreIF4A*; control = C (well-watered grapevines), [36]. For direct comparison between tissues, all genes were expressed relative to their specific well-watered control. A Student’s t-test, *p*-value ≤0.05 was used to determine significant gene expression differences between root and shoot tissue for individual genes.

### RNA sequencing and analysis

RNAseq was performed at Cornell University Life Sciences Core Laboratories (Ithaca, NY, USA). Bar coded libraries were prepared for three separate replicates of each treatment and organ (root or shoot; two tissues, two water treatments with three replicates for each =12 separate libraries) and they were sequenced using an Illumina® HiSeq™ 2000 Sequencing System (Illumina, Inc., San Diego, CA, USA). Illumina sequences from each of WD and C treatments for each organ (root and shoot) were generated as 100 bp single-end reads in FASTQ format. Quality of sequences were explored with FASTX toolkit and sequences cleaned using Prinseq [37]. The cleaning procedure included, trimming low quality reads from the ends to a Phred quality score > 20 and filtering reads with a length less than 20 bp. Samples after cleaning had high quality reads (20 to100 bp).

Bowtie2 V2.1.0 was used to build the index of the grapevine reference genome assembly (PN40024 12X, V1), a nearly homozygous inbred of the *V. vinifera* Pinot Noir cultivar. TopHat V2.0.8 was used to map each of the cleaned samples to the Bowtie build index and Cufflinks V2.1.1 was used to quantify transcript abundance in terms of Reads Per Kilobase of exon model per Million mapped reads (RPKM). SAMtools V0.1.18 was used for sequence manipulation and the htseq-count script in the HTSeq package was used to count reads mapped to the grapevine gene models. Differential gene expression of the WD treatment relative to the C was determined using the Cuffdiff program within Cufflinks with default parameters. In significantly differentially expressed genes (DEGs) at a false discovery rate (FDR)-adjusted *P*-value (q-value) < 0.05, the terms up- or down-regulated will be used to refer to the expression values of the WD root relative to C root expression values or WD shoot expression values relative to C shoot expression values. The datasets generated for this study can be found in the NCBI sequence read archive under accession #GSE109065, SRA SRP130959.

### VitisNet pathway and gene set enrichment analysis

Gene Set Enrichment Analysis (GSEA) was conducted using read count data from each of the three replicates for each treatment using GSEA-P 2.0 (http://www.broad.mit.edu/GSEA) and 247 VitisNet pathways (https://openprairie.sdstate.edu/vitisnet-12x_files/) including at least 7 genes [38–42]. The recommended GSEA-P 2.0 default parameters of 1000 permutations, nominal *p*-value < 0.05 and FDR q-value < 0.25 were used to identify enriched molecular pathways related to WD or C [39]. Positive significantly enriched pathways are generally up-regulated in WD root or shoot relative to their specific C organ and negatively enriched pathways are down-regulated in WD relative to the respective C organ.

### Network construction for hormone DEGs in root and shoot

The expression values of DEGs that belong to target functions (i.e., ABA, auxin, circadian rhythm, cytokinin, and ethylene) were extracted from the replicated root or shoot gene expression matrix. Then the Pearson correlation coefficients (PCCs) between genes were calculated in R. The PCCs between a gene and itself were assigned zero, as self-correlation was not considered in this study. Next, the correlation matrix was modeled as a network using the *graph_from_adjacency_matrix* function in the igraph R package (https://www.r-project.org/), in which nodes representing genes and weight of edges connecting two genes being the PCCs between the two genes. Only the edges with an absolute weight greater than cutoff for a network were kept in our analysis (ABA, cytokinin, and circadian rhythm networks (0.8 for root and 0.96 for shoot) and ABA, auxin, and ethylene networks (0.96 for root and shoot)). The four generated networks (two each for roots and shoots) were exported as the GML-format files. These files were visualized using Cytoscape (version 3.4.0; www.cytoscape.org) with node size representing degree, edge width reflecting correlation, and node colors to distinguish hormone subnetworks. The topology of these networks follows the *Group Attributes Layout* option in Cytoscape.

## Results

### Water deficit reduced shoot elongation and photosynthesis

WD grapevines had a lower stem water potential (Ψ_stem_) than the controls (Table 1) and there was a strong correlation (r = 0.90) between Ψ_stem_ and photosynthesis (Pn). The Pn and stomatal conductance (SC) were significantly lower in WD grapevines relative to the control grapevines.

**Table 1:** Leaf physiological changes in response to water deficit

Treatment water status	Treatment day	Pn (z)	SC	Ψ_stem_ (z)
		mmol m^− 2^ s^− 1^	mmol m^− 2^ s^− 1^	MPa
C	7	6.76	@	− 0.39
C	14	4.99	14.98	−0.34
WD	7	1.72	@	−1.02
WD	14	1.83	0.57	−1.27

Mean ± SE of net photosynthesis rate (Pn), stomatal conductance (SC) and stem water potential (Ψ_stem_). Two-way ANOVA significant main effects for treatment is noted with z, (*p* ≤ 0.05, *n* = 3); there were no significant time or time x treatment interactions, @ indicates not measured

Shoot elongation and node number were significantly reduced in the WD grapevines in comparison to the control grapevines after 10 d (Fig. 1). Water deficit effects were significant for percent water content (%WC) and dry matter content in shoot tip and root; however, there was not a significant interaction between time and treatment (Additional file 2: Table S2). A small amount of leaf shedding from the base of the WD shoot was observed after 14 d of water deficit. Visual and physical root changes were observed at 14 d of water deficit. Roots were brown, stiffer (not easily bent), and there were fewer roots visible on the exterior of the root ball for the WD grapevines compared to C grapevines (Fig. 2a-b). Shoot tips were similar between both treatments (Fig. 2c-d).

**Fig. 1:**
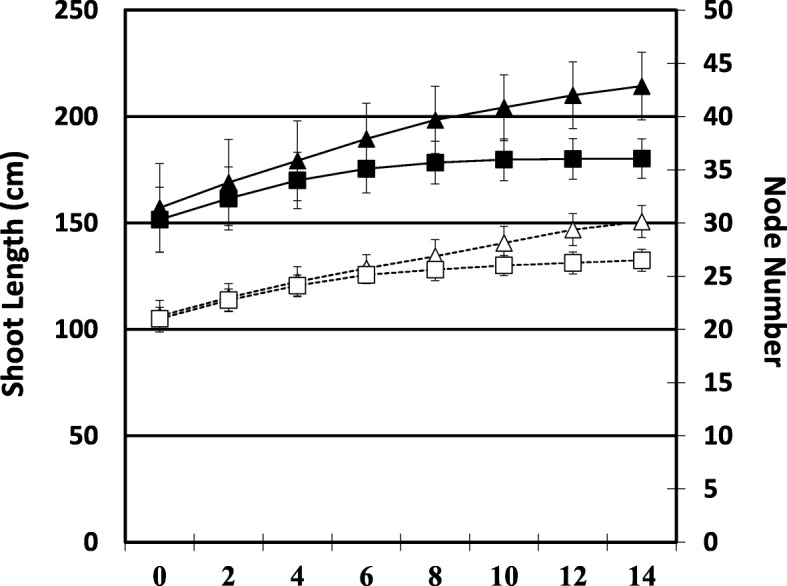
Primary shoot length and node number. Water deficit (WD, squares) and control (C, triangle). Solid lines indicate primary shoot length; dashed lines represent node number

**Fig. 2:**
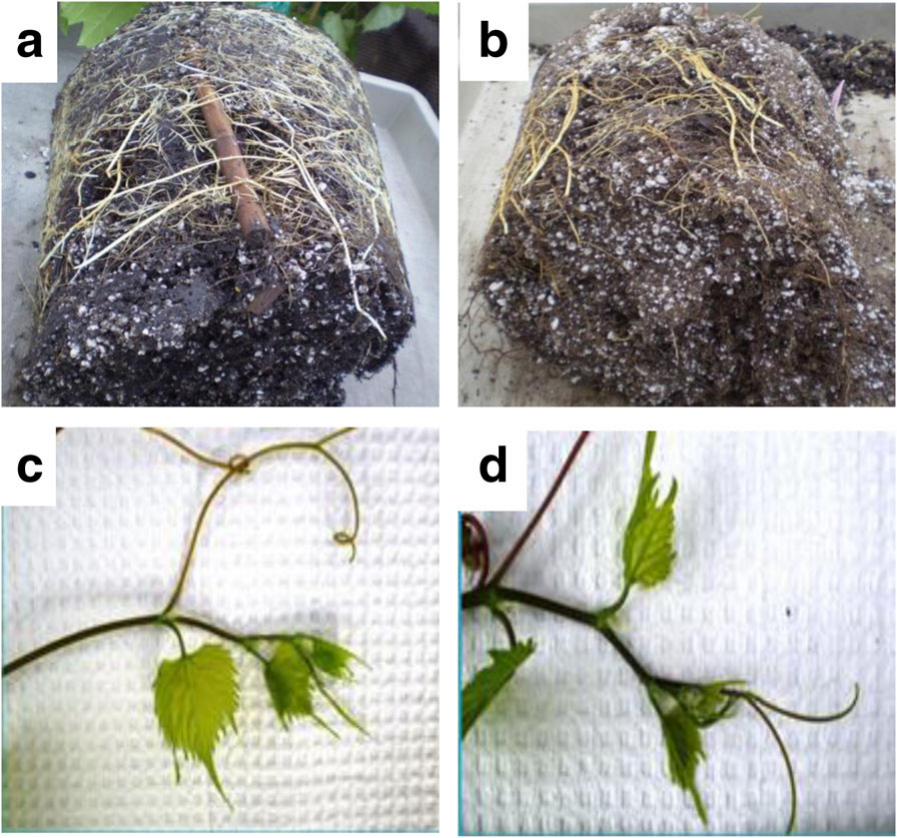
*V. riparia* root ball and shoot tip. **a** Well-watered control root; **b** Water deficit root; **c** Well-watered control shoot tip; **d** Water deficit shoot tip

### Distinct root and shoot transcriptome profiles were revealed under water deficit treatment

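Total RNA from root tips and shoot tips of potted V. riparia vines was sequenced after 14 d of treatment, when WD vines had received no water and C vines had been watered daily. There were 12 libraries, 3 replicates each of WD root, C root, WD shoot and C shoot, and each replicate combined 3 vines. The paper gives different lengths for the collected root tips in its sampling and RNA extraction methods, and the deposited labels do not settle which was used. The authors trimmed and filtered the 100 bp single-end reads, aligned them with TopHat to the PN40024 assembly of Vitis vinifera, and deposited the number of reads that htseq-count placed on each gene model, without normalization, together with Cufflinks RPKM values. Because V. riparia reads were aligned to the genome of another species, and because reads with more than 1 alignment were left uncounted, genes that differ from V. vinifera and near-identical members of gene families can be undercounted. Between 14376065 and 22800079 reads per root library and between 17429395 and 27769527 per shoot library were counted on genes. These were 69.1 to 76.5% of the reads in the count tables. In the re-analysis, the raw counts were filtered with edgeR's default expression filter, which left 19545 genes in root and 19569 in shoot, scaled by TMM, and compared between WD and C within each organ by edgeR's quasi-likelihood test (two-sided, Benjamini-Hochberg adjustment, threshold 0.05). The difference between the responses of the 2 organs was tested as the interaction of organ and water treatment over all 12 libraries. Expression is given as TMM-scaled CPM, and log2FC is the log2 fold change of WD over C from the same test. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1, so p-values for genes come from edgeR's model, which shares its estimate of spread across genes. Cuffdiff, which the authors used, was not rerun.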

DEGs in WD roots or WD shoots were further identified as up- or down-regulation relative to their respective C treatment. There were fewer DEGs in WD root (1385) than in the WD shoot (6925) tissues (Additional file 3: Table S3, Additional file 4: Table S4). 

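At an adjusted p under 0.05, edgeR's test called 5301 genes in WD shoot and 0 in WD root, where the smallest adjusted p was 0.147. At an unadjusted p under 0.05 there were 8367 genes in shoot and 1771 in root, the latter 9.06% of the genes tested. All WD libraries lay above or all below the C libraries for 9798 genes in shoot (50.1%) and 2957 in root (15.1%), where chance gives 10%. The median absolute log2FC was 0.55 in shoot and 0.26 in root. The alternative that moved the root count most was the DESeq2 Wald test, with 441 genes. In shoot, leaving out a single library moved the count most, to 632 genes without C shoot replicate 3, 713 without WD shoot replicate 2 and 6115 without WD shoot replicate 1. The interaction test called 129 of 21267 genes, with 4194 at an unadjusted p under 0.05. With 1 library left out it called between 0, without C root replicate 1 among others, and 1257, without WD shoot replicate 1. Over all 12 libraries the count was 60 without a filter on low counts and 1930 with DESeq2. It was 757 when root and shoot libraries of the same treatment and replicate number were paired as blocks. Of the 129 genes, 124 were also called in WD shoot, 96 had changes of opposite sign in the organs, and 33 had changes of the same sign that were larger in shoot. In the authors' deposited table, made with Cuffdiff, 1385 genes are DEGs in WD root, of which 1341 passed the filter used here. All 1341 had a log2FC in the direction of the authors' deposited table, and 859 had an unadjusted p under 0.05. WD and C libraries did not overlap in 747 (55.7%). Chance gives 10% only for genes not chosen as DEGs, so 10% is not the no-change value of this list. Adjusted over the list alone, 567 of the 1341 genes had an adjusted p under 0.05 (edgeR). None of these counts is independent evidence, because the list was chosen on these libraries. Of the 6779 shoot DEGs of the authors' deposited table that were tested, 6774 had the same direction and 4406 were called. From the larger number of DEGs and enriched pathways in WD shoot, the paper concludes that the shoot had a greater response to water deficit than the root.

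**Figure D1:**
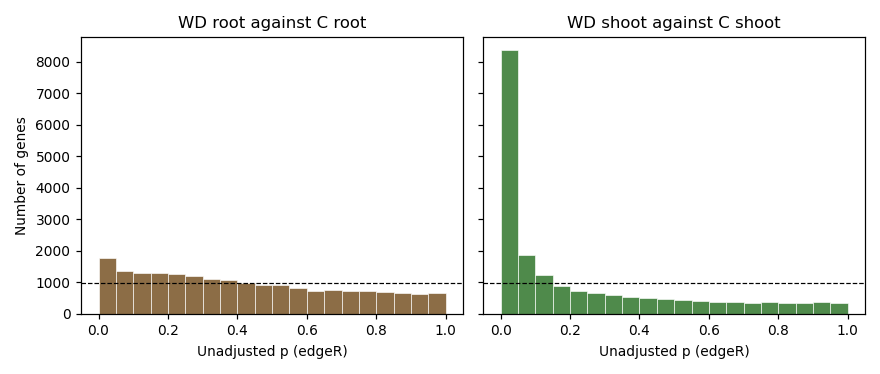
Number of genes in each bin of unadjusted p-values from edgeR's quasi-likelihood test of WD against C in root and in shoot, with 3 libraries in each group. Bins near 0 stand far above the rest in shoot, where 8367 genes have a p under 0.05, and less so in root, with 1771.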

In the WD root there were 885 up-regulated and 500 down-regulated DEGs, whereas in the WD shoot there was a more similar number of up- and down-regulated DEGs (2978 and 3947, respectively) (Additional file 3: Table S3, Additional file 4: Table S4). 

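Of the genes called in WD shoot by edgeR's test, 2563 were higher in WD (48.3%) and 2738 lower. The balance depended on the scaling between libraries. With total counts alone in place of TMM the median log2FC of all shoot genes was −0.116 and 37.7% of the calls were higher in WD, and with limma on log2 RPKM values (pseudocount 1 or 0.1) 34.5% and 35.0% were. At least a 2-fold change was found in 3711 of the called shoot genes, 1629 of them higher in WD. Without WD shoot replicate 2, 224 genes were called lower, and without C shoot replicate 3, 357 were called higher. In root, where no gene was called, 1134 of the genes with an unadjusted p under 0.05 were higher in WD. DESeq2 called 277 root genes higher and 164 lower.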

Between the root and shoot there were 836 DEGs in common ((Additional file 3: Table S3, Additional file 4: Table S4); DEGs in both organs are in bold in the tables). 

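No gene was called in both organs by edgeR's test, since it called none in WD root. At an unadjusted p under 0.05 in each organ there were 915 genes, of which 554 were higher in WD in both organs, 262 lower in both, and 99 changed in opposite directions. DESeq2 called 224 genes in both organs, 156 higher in both, 54 lower in both and 14 in opposite directions. Of the 5301 genes called in WD shoot, 4848 were also tested in root, and 3970 of these (81.9%) had a log2FC of the same sign in root. Their median change in the direction of the shoot change was 1.30 in shoot and 0.30 in root on the log2 scale. A median of that size in root was not beyond what the same libraries gave when regrouped, as 3 of the 10 splits of the 6 root libraries, the real one included, gave a median as large in size.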

The majority of the DEGs in common had a similar up-regulated pattern in WD root (560) and WD shoot (522), with only 73 that had opposite regulation in WD root and WD shoot (Additional file 5: Figure S1).

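Joining the gene identifiers of the authors' deposited table for each organ gave 836 shared DEGs, of which 507 were higher in WD in both organs, 261 lower in both and 68 opposite in the organs. Of the shared genes, 560 were higher in WD root and 522 higher in WD shoot in the authors' deposited table.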

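RNAseq values for the candidate genes ABA1 (VIT_07s0031g00620, zeaxanthin epoxidase), NCED3 (VIT_19s0093g00550, 9-cis-epoxycarotenoid dioxygenase), PP2CA (VIT_13s0019g02200) and ABI1 (VIT_11s0016g03180), which are protein phosphatases, CYP707A3 (VIT_02s0087g00710, ABA 8′-hydroxylase), ABA3 (VIT_19s0027g01090, molybdenum cofactor sulfurase) and a UDP-glycosyltransferase (VIT_03s0063g00040) came from the same 12 libraries. On the PN40024 assembly, ABA1 lies on chromosome 7 from 16796116 to 16803926, NCED3 on chromosome 19 from 17645347 to 17647649, PP2CA on chromosome 13 from 3477304 to 3479695, CYP707A3 on chromosome 2 from 18248755 to 18251419, ABA3 on chromosome 19 from 20683426 to 20804410 and ABI1 on chromosome 11 from 2548102 to 2561412. Of these 7 genes, 6 had enough counts to be tested in each organ. In WD root 0 were called by edgeR's test and 4 had an unadjusted p under 0.05, and in WD shoot 4 were called. The alternative that moved these counts most in root was DESeq2, which called 3. In shoot, 2 were called without C shoot replicate 2, without C shoot replicate 3 or without WD shoot replicate 2, and 5 without C shoot replicate 1. The reference gene of the PCR assays, eIF4A (VIT_09s0002g01760), had 735 ± 107 CPM in WD root and 660.2 ± 71.2 CPM in C root (SD, n = 3), and 550.3 ± 68.6 CPM in WD shoot and 502 ± 107 CPM in C shoot. Its log2FC was 0.15 (SE 0.21, edgeR adjusted p = 0.788) in root and 0.13 (SE 0.23, edgeR adjusted p = 0.699) in shoot.

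**Figure D2:**
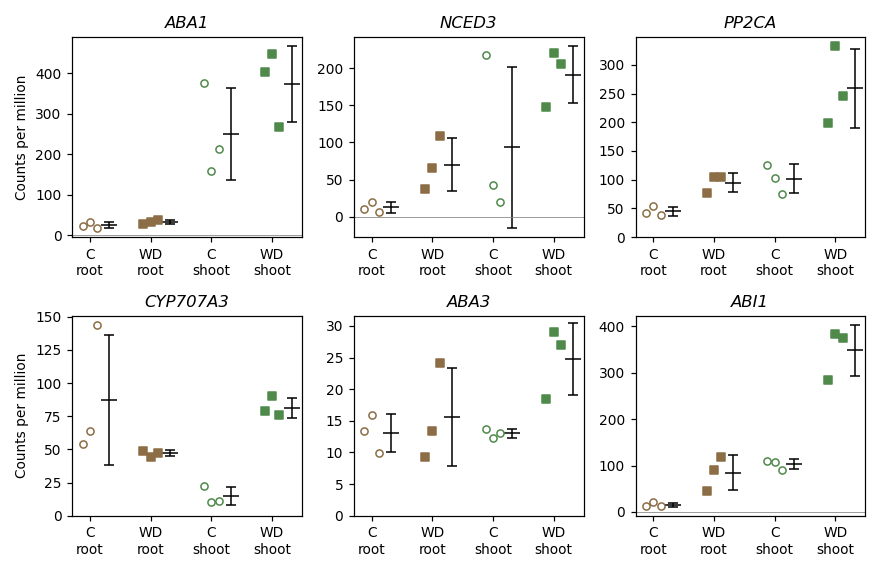
CPM on a linear axis of the 6 tested candidate genes in each C and WD library of root and shoot, with 3 libraries in each group. NCED3, PP2CA and ABI1 libraries of WD root all lie above those of C root, and the CYP707A3 libraries of WD root all lie below.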

Seven candidate genes (*ABA1, NCED3, PP2CA, CYP707A3*, *ABA3, ABI1,* and *UGT737B3*) in the ABA biosynthesis and catabolism pathways examined by real time PCR were expressed as a fold-change of WD/C of the respective organ (Additional file 6: Figure S2). The UDP-glycosyltransferase (*UGT737B3,* VIT_03s0063g00040) selected was similar to an *Arabidopsis* UDP-glycosyltransferase ortholog, that is specifically expressed in *Arabidopsis* roots (At4g34135); however, it was not expressed in *V. riparia* roots in PCR reactions and not significant in RNAseq analysis. 

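Over the 6 root libraries, 14 reads were counted on VIT_03s0063g00040, at most 9 in any 1 library, and over the 6 shoot libraries 2 reads. The gene was therefore below edgeR's expression filter in both organs and no fold change is given.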

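NCED3 (VIT_19s0093g00550) had 70.4 ± 35.7 CPM in WD root and 12.8 ± 6.99 CPM in C root (SD, n = 3), a log2FC of 2.45 (SE 0.53, edgeR adjusted p = 0.362). All WD root libraries were above all C root libraries, and the log2FC stayed between 2.00 and 2.97 when any 1 library was left out. DESeq2 called the gene in root (DESeq2 adjusted p = 6.16e-04, range over the alternatives 6.16e-04 to 0.905). In shoot it had 191 ± 38.4 CPM in WD shoot and 93.6 ± 108 CPM in C shoot, a log2FC of 1.03 (SE 0.82, edgeR adjusted p = 0.375), with WD higher in 7 of the 9 pairs of a WD and a C library. C shoot replicate 1, at 218 CPM, decided the shoot value. Without it the log2FC was 2.60 (edgeR adjusted p = 0.0176, range over the alternatives 0.0176 to 0.614). The shoot response minus the root response was -1.42 (SE 1.08, edgeR adjusted p = 0.502) on the log2 scale.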

*NCED3* showed significantly greater transcript abundance in WD roots than in WD shoots (*p*-value =0.003) (Additional file 6: Figure S2). In contrast, *CYP707A3* had significantly greater fold-change in WD shoot (p-value = 0.019). 

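CYP707A3 (VIT_02s0087g00710) rose in WD shoot, with 81.5 ± 7.59 CPM in WD shoot and 14.8 ± 6.84 CPM in C shoot (SD, n = 3), a log2FC of 2.46 (SE 0.33, edgeR adjusted p = 0.00965). In root it had 46.9 ± 2.25 CPM in WD root and 87.3 ± 49.3 CPM in C root, a log2FC of -0.90 (SE 0.37, edgeR adjusted p = 0.549). All WD shoot libraries lay above, and all WD root libraries below, their controls. The root decrease depended on C root replicate 3, at 144 CPM, without which it was -0.34. The shoot response exceeded the root response by 3.37 (SE 0.55, edgeR adjusted p = 0.0488) on the log2 scale.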

There was no difference in the WD/C for *ABA1, PP2CA, ABA3,* and *ABI1* by PCR analysis between root and shoot*.* A strong correlation (an average of r = 0.99) was observed for the expression fold-change of WD to C with real-time PCR and RNAseq expression data. 

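The interaction test of RNAseq counts gave a shoot minus root difference in log2FC of 0.17 (SE 0.49, edgeR adjusted p = 0.896) for ABA1, 0.31 (SE 0.36, edgeR adjusted p = 0.681) for PP2CA, 0.71 (SE 0.46, edgeR adjusted p = 0.428) for ABA3 and -0.63 (SE 0.45, edgeR adjusted p = 0.471) for ABI1. Across the 6 genes with PCR ratios in Additional file 6: Figure S2, the log2 of the paper's PCR ratio and the RNAseq log2FC had a Pearson r of 0.973 in root (exact permutation test over 720 pairings, p = 0.00139, BH adjusted 0.00278) and 0.782 in shoot (exact p = 0.0625, BH adjusted 0.0625). Spearman's rho was 1 in root (exact p = 0.00278, BH adjusted 0.00556) and 0.829 in shoot (exact p = 0.0583, BH adjusted 0.0583). These are correlations across genes within an organ, and genes are not independent replicates. The paper gives its coefficients gene by gene, so its average is a different measure and was not tested here. Leaving out the 2 genes farthest from the median PCR ratio, r was 0.982 in root and 0.385 in shoot, so the shoot value rests on ABA1 and CYP707A3. The direction was the same by PCR and RNAseq for 5 of the 6 genes in root and 4 of the 6 in shoot.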

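PP2CA (VIT_13s0019g02200) had 94.7 ± 16.2 CPM in WD root and 45.3 ± 7.82 CPM in C root (SD, n = 3), a log2FC of 1.06 (SE 0.20, edgeR adjusted p = 0.300). In shoot it had 259 ± 68.6 CPM in WD shoot and 101 ± 25.0 CPM in C shoot, a log2FC of 1.35 (SE 0.28, edgeR adjusted p = 0.0186), and the adjusted p was 0.0680 without C shoot replicate 3. ABI1 (VIT_11s0016g03180) had 84.5 ± 37.5 CPM in WD root and 15.7 ± 4.33 CPM in C root, a log2FC of 2.42 (SE 0.40, edgeR adjusted p = 0.289), and 348 ± 55.3 CPM in WD shoot and 102 ± 10.7 CPM in C shoot, a log2FC of 1.77 (SE 0.20, edgeR adjusted p = 0.00831). In both organs all WD libraries were above all C libraries for both genes. Neither gene passed the threshold in root by edgeR's test, while DESeq2 called both there (adjusted p = 0.00158 for PP2CA and 4.80e-06 for ABI1, with ranges over the alternatives of 0.00158 to 0.905 and 4.80e-06 to 0.905).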

The greater sensitivity of RNAseq analysis was apparent, with the detection of the significant up-regulation of *PP2CA* (VIT_13s0019g02200) and *ABI1* (VIT_11s0016g03180) in WD root and WD shoot (Additional file 3: Table S3, Additional file 4: Table S4) which was not detected by PCR.

### A greater number of molecular pathways were significantly enriched in WD shoot than in WD root

Gene set enrichment analysis using 247 VitisNet pathways indicated there were 25 and 50 VitisNet pathways significantly enriched (FDR q-value < 0.25) in WD root and WD shoot, respectively (Table 2). There were eight VitisNet pathways positively enriched in both WD root and WD shoot (galactose and cyano-amino acid metabolism, photosynthesis, ABA biosynthesis, cytokinin signaling, autophagy, and transcription factors (no apical meristem/ataf1/2/cup-shaped cotyledon (*NAC*) and other zinc finger-an1 (*ZF-AN1*)). Five pathways were negatively enriched in both WD root and WD shoot (nucleotide sugar metabolism, fatty acid biosynthesis, gibberellin signaling, phagosome, and transcription factor (ORPHAN CCT)).

**Table 2:** VitisNet pathway enrichment in water deficit root and shoot

Category	VitisNet pathway	Pathway size	Root		Shoot	
			NES	FDR q-val	NES	FDR q-val
1.1 Carbohydrate Metabolism	**VV10052 Galactose Metabolism**	**149**	**1.59**	**0.17**	**1.54**	**0.18**
	**VV10520 Nucleotide Sugars Metabolism**	**61**	**−1.48**	**0.30**	**−1.88**	**0.01**
	VV10530 Aminosugars Metabolism	79	1.10	0.90	−1.64	0.09
1.2 Energy Metabolism	**VV10195 Photosynthesis**	**114**	**1.74**	**0.09**	**1.13**	**0.47**
	VV10196 Photosynthesis Antenna Proteins	19	1.99	0.00	−0.86	1.00
	**VV10680 Methane Metabolism**	**113**	1.56	0.17	−1.60	0.11
1.3 Lipid Metabolism	**VV10061 Fatty Acid Biosynthesis**	**70**	**−1.83**	**0.09**	**−1.64**	**0.09**
	VV10561 Glycerolipid Metabolism	144	1.09	0.91	1.55	0.20
1.5 Amino Acid Metabolism	VV10360 Tyrosine Metabolism	147	1.12	0.88	−1.46	0.23
	VV10400 Phenylalanine Metabolism	200	0.95	0.97	−1.71	0.06
	VV10400 Phenylalanine Tyrosine & Tryptophan Biosynthesis	143	1.12	0.88	−1.55	0.16
1.6 Other Amino Acid Metabolism	**VV10460 Cyanoamino Acid Metabolism**	**34**	**1.60**	**0.16**	**2.00**	**0.02**
	VV10480 Glutathione Metabolism	131	1.26	0.58	2.23	0.00
1.7 Glycan Biosynthesis & Metabolism	VV10511N-Glycan Degradation	65	0.85	1.00	−1.67	0.08
1.8 Cofactors & Vitamin Metabolism	VV10790 Folate Biosynthesis	30	1.24	0.62	1.56	0.20
	VV10860 Porphyrin and Chlorophyll Metabolism	64	1.60	0.17	1.18	0.52
1.9 Biosynthesis of Secondary Metabolites	VV10900 Terpenoid Biosynthesis	156	0.93	0.99	−1.53	0.18
	VV10902 Monoterpenoid Biosynthesis	181	1.46	0.29	1.61	0.18
	VV10904 Diterpenoid Biosynthesis	68	−1.18	0.72	−1.45	0.23
	VV10906 Carotenoid Biosynthesis	41	1.29	0.52	2.05	0.02
	VV10940 Phenylpropanoid Biosynthesis	222	0.68	1.00	−1.80	0.03
	VV11002 Auxin Biosynthesis	90	1.20	0.69	1.58	0.20
	**VV11013 ABA Biosynthesis**	**16**	**1.88**	**0.02**	**1.98**	**0.02**
1.10 Other Metabolism	**VV11000 Single Reactions**	**167**	**1.54**	**0.18**	**−1.57**	**0.14**
2.4 Replication and Repair	VV23030 DNA Replication	64	−1.40	0.36	−1.63	0.09
3.2 Hormone Signaling	VV30003 ABA Signaling	151	1.61	0.17	1.15	0.53
	VV30007 Auxin Signaling	271	0.98	0.97	−2.03	0.00
	**VV30007 Cytokinin Signaling**	**68**	**1.56**	**0.19**	**1.46**	**0.25**
	**VV30010 Gibberellin Signaling**	**36**	**−1.93**	**0.07**	**−1.61**	**0.11**
3.3 Plant-specific Signaling	VV34627 R Proteins from Plant Pathogen Interaction	349	0.71	1.00	−2.03	0.00
	Circadian Rhythm	64	1.58	0.17	1.15	0.52
4.1 Transport and Catabolism	VV44140 Regulation of Autophagy	**26**	**1.56**	**0.16**	**1.55**	**0.18**
	**VV44145 Phagosome**	**118**	**−1.80**	**0.09**	**−1.45**	**0.23**
4.2 Cell Motility	VV44180 Regulation of Actin Cytoskeleton	343	−0.96	1.00	−2.07	0.00
4.3 Cell Growth and Death	VV40006 Cell Wall	454	1.05	0.94	−1.72	0.07
	VV44110 Cell Cycle	323	−0.96	1.00	−2.16	0.00
5.1 Membrane Transport	VV52010 ABC Transporters	239	0.98	0.98	1.49	0.22
5.2 Hormone Transport	VV50004 Auxin Transport	52	1.13	0.86	−1.69	0.07
5.3 Transport System	VV50113 Thylakoid Targeting Pathway	48	1.72	0.07	−1.22	0.49
5.4 Transporter Catalog	VV50105 Transport Electron Carriers	61	1.74	0.07	−0.65	1.00
	VV50122 Porters Cat 7 to 17	237	1.32	0.51	−1.44	0.23
	VV50135 Primary Active Transporter Cat D2 to E2	81	1.16	0.80	1.84	0.04
6.0 Transcription Factors	VV60003 AP2 EREBP	137	1.34	0.50	−1.49	0.20
	VV60004 ARF	29	0.79	1.00	−1.48	0.21
	VV60008 AUXIAA	23	1.00	0.97	−1.68	0.07
	VV60011 BHLH	148	1.24	0.61	−1.72	0.07
	VV60015 C2C2-DOF	25	1.63	0.16	−1.05	0.74
	VV60019 C2C2-YABBY	7	1.72	0.08	−1.27	0.46
	VV60022 CPP	7	1.21	0.66	−1.49	0.20
	VV60029 G2-LIKE	37	1.54	0.18	1.30	0.37
	VV60033 GRF	12	−0.74	1.00	−1.50	0.19
	VV60044 MYB	166	0.96	0.97	−1.51	0.19
	**VV60046 NAC**	**75**	**1.65**	**0.14**	**1.88**	**0.04**
	VV60055 SBP	20	1.26	0.57	−1.51	0.19
	VV60061 TCP	19	0.89	1.00	−1.52	0.19
	**VV60070 ORPHANS CCT**	**8**	**−1.77**	**0.08**	**−1.44**	**0.24**
	VV60073 ORPHANS ZF-B BOX	15	1.27	0.55	1.87	0.041
	**VV60077 OTHER ZF-AN1**	**13**	**1.53**	**0.19**	**1.74**	**0.08**
	VV60079 OTHER ZF-DHHC	23	−0.91	1.00	−1.48	0.21
	VV60082 GNAT	36	1.56	0.18	−0.89	0.99

A positive normalized enrichment score (NES) indicates VitisNet pathways enriched in WD tissues and a negative NES indicates pathways enriched in C treatments at nominal *p*-value < 0.05 and false discovery rate (FDR) q-value < 25%. Bold indicates an enrichment in both root and shoot

Positively enriched pathways specific to WD root were ABA and circadian rhythm signaling, photosynthesis antenna proteins, porphyrin and chlorophyll metabolism, transport (thylakoid and electron carriers), and transcription factors (C2C2-dna-binding with one finger (*C2C2-DOF)*, *C2C2-YABBY*, *G2-Like*, and gcn5-related n-acetyltransferases (*GNAT*)) (Table 2). A total of nine pathways (glycerol lipid and glutathione metabolism; folate, monoterpenoid, carotenoid, and auxin biosynthesis; ATP-binding cassette transporters (*abc transporter*) and primary active transporter; and orphan zinc finger-b box transcription factors) were positively enriched only in WD shoot. Conversely, canonic shoot pathways related to photosynthesis were enriched in root and not in the shoot. In addition, only two carbohydrate metabolism pathways were positively enriched in WD root and negatively enriched in WD shoot (methane and single reactions). A large number of pathways (26) were negatively enriched only in WD shoot, including pathways in carbohydrate and amino acid metabolism, secondary metabolite biosynthesis, DNA replication, cell wall and cycle, auxin transport, and multiple transcription factor families.

### ABA biosynthesis and catabolism pathways had similar expression profiles in WD root and WD shoot

Two beta-carotene 3-hydroxylase 1 genes (VIT_02s0025g00240, VIT_16s0050g01090) upstream of ABA biosynthesis pathway were up-regulated in both WD root and WD shoot (Additional file 3: Table S3, Additional file 4: Table S4). 

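VIT_02s0025g00240 had 41.9 ± 23.8 CPM in WD root and 20.5 ± 5.35 CPM in C root (SD, n = 3), a log2FC of 1.03 (SE 0.44, edgeR adjusted p = 0.553), with WD higher in 8 of the 9 pairs of libraries. In shoot it had 20.9 ± 9.05 CPM in WD shoot and 5.40 ± 1.29 CPM in C shoot, a log2FC of 1.95 (SE 0.36, edgeR adjusted p = 0.0149), and the adjusted p was 0.0632 without C shoot replicate 3. VIT_16s0050g01090 had a log2FC of 2.11 (SE 0.63, edgeR adjusted p = 0.436) in root and 0.99 (SE 0.17, edgeR adjusted p = 0.0138) in shoot, where the adjusted p was 0.0627 without C shoot replicate 3. All of its WD libraries lay above the controls in each organ. Its root value depended on WD root replicate 3, without which the log2FC was 1.08, and DESeq2 called it there (DESeq2 adjusted p = 0.0286, range over the alternatives 0.0286 to 0.905).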

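The NCED gene VIT_10s0003g03750 had 25.5 ± 10.0 CPM in WD root and 9.52 ± 2.60 CPM in C root (SD, n = 3), a log2FC of 1.42 (SE 0.35, edgeR adjusted p = 0.396), with all WD libraries above all C libraries. DESeq2 called it in root (DESeq2 adjusted p = 0.0181, range over the alternatives 0.0181 to 0.905). In shoot it had 30.6 ± 10.6 CPM in WD shoot and 32.9 ± 27.8 CPM in C shoot, a log2FC of -0.10 (SE 0.59, edgeR adjusted p = 0.910), with a log2FC between -0.47 and 0.85 when 1 library was left out, the highest without C shoot replicate 1. The difference between the organs was -1.51 (SE 0.78, edgeR adjusted p = 0.309).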

In the first committed step of the ABA biosynthesis pathway, two differentially expressed *NCED* genes (VIT_10s0003g03750, VIT_19s0093g00550) were up-regulated in WD root and only the latter was differentially up-regulated in WD shoot. Abscisic acid aldehyde oxidase was not differentially expressed in either organ. 

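The UDP-glycosyltransferase VIT_12s0055g00020 had 14.1 ± 8.56 CPM in WD shoot and 8.88 ± 7.68 CPM in C shoot (SD, n = 3), a log2FC of 0.67 (SE 0.69, edgeR adjusted p = 0.490). WD was higher in 7 of the 9 pairs of libraries, and the log2FC ranged from 0.08 to 1.66 with 1 library left out, the highest without C shoot replicate 1. In root the log2FC was -0.01 (SE 0.27, edgeR adjusted p = 0.989).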

UPD-glycosyltransferase (VIT_12s0055g00020), which promotes ABA conjugation to ABA-GE [43], was up-regulated in WD shoot. This can be reversed by beta glucosidase (VIT_01s0011g00760, VIT_17s0000g02680) which were up- and down-regulated respectively in WD shoot. 

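VIT_01s0011g00760 had 22.0 ± 15.5 CPM in WD shoot and 0.726 ± 0.621 CPM in C shoot (SD, n = 3), a log2FC of 4.88 (SE 0.80, edgeR adjusted p = 0.0126), and the adjusted p was 0.0506 without C shoot replicate 3. VIT_17s0000g02680 had 54.1 ± 16.6 CPM in WD shoot and 127 ± 34.2 CPM in C shoot, a log2FC of -1.23 (SE 0.29, edgeR adjusted p = 0.0255), and the adjusted p was 0.0923 without WD shoot replicate 2. WD and C libraries did not overlap for either gene.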

Degradation of ABA to phaseic acid is initiated by ABA 8′-hydroxylase (*ABAHASE*). Three putative ABAHASE genes (VIT_06s0004g05050, VIT_03s0063g00380, and VIT_02s0087g00710) were differentially up-regulated in WD shoot and/or WD root.

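VIT_06s0004g05050 had 11.6 ± 0.158 CPM in WD root and 1.20 ± 0.498 CPM in C root (SD, n = 3), a log2FC of 3.27 (SE 0.35, edgeR adjusted p = 0.191), with all WD libraries above all C libraries. DESeq2 called it (DESeq2 adjusted p = 1.94e-15, range over the alternatives 1.94e-15 to 0.905). Its shoot log2FC was -0.20 (SE 0.68, edgeR adjusted p = 0.844), and the difference between the organs was -3.46 (SE 0.87, edgeR adjusted p = 0.0833). VIT_03s0063g00380 had 62.4 ± 35.8 CPM in WD shoot and 13.1 ± 2.56 CPM in C shoot, a log2FC of 2.25 (SE 0.44, edgeR adjusted p = 0.0175), and the adjusted p was 0.0690 without C shoot replicate 3. In root its log2FC was 3.85 (SE 1.39, edgeR adjusted p = 0.507), with WD higher in 7 of the 9 pairs, and fell to 1.62 without WD root replicate 3. The third gene, CYP707A3, is the hydroxylase of the PCR assays.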

### A greater number of up-regulated ABA, cytokinin, and circadian rhythm signaling DEGs were found in WD shoot than in WD root

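Hormone genes were taken from the pathway assignments of Table S3, which lists the authors' root DEGs, so the counts below describe genes already chosen as different in these libraries. In WD root, 15 of the 20 listed ABA signaling genes were higher and 5 lower by raw counts, with a median log2FC of 1.22. The 27 ethylene signaling genes had 21 higher and 6 lower (median 1.05), the 27 tested auxin genes 17 higher and 10 lower (1.24), the 4 cytokinin signaling genes were all higher (1.36), and 10 of the 11 circadian rhythm genes were higher (1.24). These medians kept their sign with upper-quartile scaling, total counts and DESeq2's size factors. Without WD root replicate 3 the ethylene median was 0.47 and the auxin median 0.64. Over all genes tested, edgeR called 0 of them at an adjusted p under 0.05, while 18 ABA, 14 ethylene, 12 auxin, 3 cytokinin and 8 circadian rhythm genes had an unadjusted p under 0.05. Adjusted over the list alone, 17 ABA, 12 ethylene, 7 auxin, 2 cytokinin and 8 circadian rhythm genes passed.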

In WD roots, there were more auxin, ABA, cytokinin, ethylene, jasmonate, and circadian rhythm DEGs up-regulated than down-regulated. WD shoot had greater numbers of hormone related DEGs than WD root; however, more auxin and ethylene related DEGs were down-regulated rather than up-regulated.

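The ABA genes of the shoot and root networks are listed in Table S5, which holds 28 genes. In shoot all 28 were tested, 27 were higher in WD, with a median log2FC of 1.51, and edgeR called 24, all higher. Without C shoot replicate 3, 8 were called. In root 25 were tested and 23 were higher, with a median log2FC of 1.05. Of these, 0 were called, 17 had an unadjusted p under 0.05 and 12 passed when adjusted over the list alone. DESeq2 called 9 in root. The interaction test called 1 of these genes, CYP707A3. Table S5 holds genes that rose in WD, so these counts do not describe ABA genes that fell.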

In WD grapevine, a greater number of ABA signaling DEGs were found in WD shoot (35, 26) than in WD root (20, 4) (up-, down-regulated, respectively). 

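Of the 4 PYR/PYL/RCAR genes shown in Fig. 3, 3 were lower in WD root, with all WD libraries below all C libraries. Chance gives 10% above or below for genes not chosen as DEGs. In root 0 of the 4 were called by edgeR's test and 2 had an unadjusted p under 0.05. In shoot 3 were tested and all were called, 2 lower and PYL6 (VIT_16s0050g02620) higher, and without C shoot replicate 3, 0 were called. PYL6 had 117 ± 8.38 CPM in WD shoot and 55.1 ± 10.1 CPM in C shoot (SD, n = 3), a log2FC of 1.09 (SE 0.17, edgeR adjusted p = 0.0117), which was 0.0569 without C shoot replicate 3. In root its log2FC was 0.33 (SE 0.23, edgeR adjusted p = 0.683), and the difference between organs was 0.79 (SE 0.30, edgeR adjusted p = 0.195).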

The ABA signaling genes pyrabactin resistance1)/PYR1-like/regulatory components of aba receptors (*PYR/PYL/RCAR*) were down-regulated in WD root and shoot with the exception of *PYL6* (VIT_16s0050g02620) in WD shoot (Fig. 3). In WD root, all protein phosphatase type 2C (*PP2C*) DEGs (5) were up-regulated, and in WD shoot, 13 of the 20 DEGs were up-regulated. 

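All 21 PP2C genes of Fig. 3 were tested in both organs. In WD root 15 had a higher level and 6 a lower level, with a median log2FC of 0.34. There, 0 were called by edgeR's test and 6 had an unadjusted p under 0.05. All WD libraries were above all C libraries for 5 genes (chance gives 10% above or below for genes not chosen as DEGs). The same number passed when adjusted over the list alone. DESeq2 called 4. In WD shoot 14 were higher and 7 lower (median 0.77) and 18 were called, 12 higher and 6 lower. Without C shoot replicate 3, 4 were called. The median signs held under upper-quartile, total-count and DESeq2 scaling. Of these genes the interaction test called 0, with 7 at an unadjusted p under 0.05.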

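Fig. 3 shows 35 SnRK2 genes, of which 25 were tested in root and 31 in shoot. In WD root 16 were higher and 9 lower, 0 were called by edgeR's test, 20 had an unadjusted p under 0.05, and 11 higher and 5 lower genes passed when adjusted over the list alone. DESeq2 called 11 in root. In WD shoot 15 were higher and 16 lower, and 14 higher and 5 lower were called. Without C shoot replicate 3, 3 were called. VIT_15s0024g01670 had 4.69 ± 5.24 CPM in WD root and 1.96 ± 1.58 CPM in C root (SD, n = 3), a log2FC of 1.22 (SE 1.03, edgeR adjusted p = 0.711), with a log2FC of -0.23 without WD root replicate 1. VIT_09s0002g03120 had at most 7 counts in any root library and was not tested there. In shoot it had a log2FC of -1.69 (SE 0.55, edgeR adjusted p = 0.0608), which was 0.0253 without WD shoot replicate 1.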

A similar number of the serine/threonine kinases (*SnRK2*) DEGs were up-regulated in WD root (14) and WD shoot (15) and there were two *SnRKs* DEGs (VIT_15s0024g01670 and VIT_09s0002g03120) up-regulated in the WD root. The *SnRKs* phosphorylate a group of ABA-responsive element binding factors (*abf*s, basic leucine zipper (*bZIP*) transcription factors) which activate downstream gene expression. In both the WD shoot and WD root, downstream genes *ABF*2 and *ABF3* were up-regulated relative to its respective C grapevine organ. 

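ABF2 (VIT_18s0001g10450, chromosome 18 from 8761977 to 8769742) had 91.0 ± 41.4 CPM in WD root and 38.9 ± 8.72 CPM in C root (SD, n = 3), a log2FC of 1.23 (SE 0.35, edgeR adjusted p = 0.434), and 267 ± 109 CPM in WD shoot and 70.8 ± 5.99 CPM in C shoot, a log2FC of 1.92 (SE 0.32, edgeR adjusted p = 0.0127). ABF3 (VIT_03s0063g00310, chromosome 3 from 3887072 to 3890514) had a log2FC of 0.80 (SE 0.20, edgeR adjusted p = 0.396) in root and 0.81 (SE 0.17, edgeR adjusted p = 0.0189) in shoot. In both organs all WD libraries of both genes were above all C libraries. Without C shoot replicate 3 the shoot adjusted p was 0.0576 for ABF2 and 0.0824 for ABF3. In root DESeq2 called ABF3 (DESeq2 adjusted p = 0.0416, range over the alternatives 0.0416 to 0.905). The difference between organs was 0.72 (SE 0.50, edgeR adjusted p = 0.456) for ABF2 and 0.03 (SE 0.25, edgeR adjusted p = 0.979) for ABF3.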

Several other *bZIP* transcription factor genes were differentially expressed (Fig. 3); however, only two were up-regulated in both WD root and WD shoot (abscisic acid insensitive 1 and 5 (*ABI1, ABI5*)).

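ABI5 (VIT_08s0007g03420) had 7.10 ± 2.32 CPM in WD root and 3.06 ± 0.432 CPM in C root (SD, n = 3), a log2FC of 1.21 (SE 0.30, edgeR adjusted p = 0.396), and 5.60 ± 0.822 CPM in WD shoot and 1.46 ± 0.682 CPM in C shoot, a log2FC of 1.92 (SE 0.38, edgeR adjusted p = 0.0173). All WD libraries were above all C libraries in each organ. The shoot adjusted p was 0.0687 without C shoot replicate 3, and DESeq2 called the gene in root (DESeq2 adjusted p = 0.0329, range over the alternatives 0.0329 to 0.905). The identifier that the paper gives for ABI1 is that of the protein phosphatase of the PCR assays.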

**Fig. 3:**
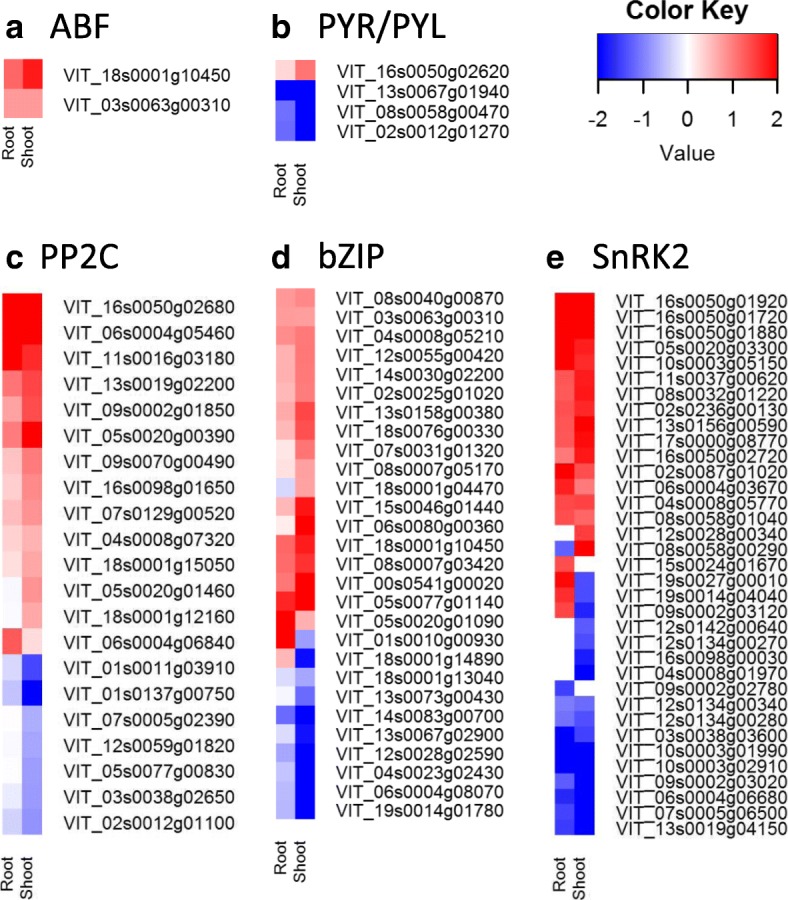
ABA biosynthesis and catabolism related gene expression profiles. **a** ABF; **b** PYR/PYL; **c** PP2C; **d** bZIP and **e** SnRK2. Heat map values are fold change log_2_, the red and blue colors represent up- and down-regulation of the gene expression in water deficit tissue relative to their respect to control tissue in root and shoot

### Ethylene response transcription factors were up-regulated in root and shoot

Ethylene signaling has been associated with water deficit in leaves [14] and in this study there were 83 DEGs out of the total 213 annotated as ethylene signaling genes [42], (34 up- and 49 down-regulated). Ethylene and auxin DEGs had a greater number of down-regulated genes than up-regulated genes in WD shoot. In WD root, 21 of 27 DEGs, predominately ethylene response transcription factors (*ERF*), were up-regulated. Of these only 14 were up-regulated in common between the WD root and WD shoot. 

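Table S5 lists 41 ethylene genes of the 2 organs' networks, all with higher expression in WD in at least 1 organ. In WD shoot 38 were tested, 35 were higher (median log2FC 1.33), and edgeR called 23 higher and 2 lower. Without C shoot replicate 3, 5 were called. In WD root 36 were tested, 34 were higher (median 0.94), 0 were called, 10 had an unadjusted p under 0.05 and 2 passed when adjusted over the list alone. DESeq2 called 3 there. The root median depended on WD root replicate 3, without which it was 0.41. Of the 33 genes tested in both organs, 28 were higher in WD in both, and for 5 all WD libraries were above all C libraries in both. Among the 38 genes tested in shoot the interaction test called 1, with 11 at an unadjusted p under 0.05.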

Auxin and gibberellin signaling pathways were negatively enriched in WD root and WD shoot. In WD shoot, there were 165 DEGs out of the 467 total annotated auxin biosynthesis, signaling and transporter related genes [42], and 35 of these were up-regulated (predominately signaling genes, 21 total). 

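For the 43 auxin genes of Table S5, which rose in WD in at least 1 organ according to the authors' tests, 38 were tested in root. Of these, 30 were higher in WD root (median log2FC 0.44), 0 were called by edgeR's test, 6 had an unadjusted p under 0.05, and 5 passed when adjusted over the list alone. DESeq2 also called 5. In WD shoot 36 of the 37 tested were higher (median 1.28) and 25 were called, all higher, with 7 called without WD shoot replicate 2. The root median was 0.28 without WD root replicate 3 and 0.67 without C root replicate 2. The interaction test called 0 of these genes, with 12 at an unadjusted p under 0.05.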

In the WD root, there were only 29 auxin-related DEGs and 18 were up-regulated (15 signaling and 3 biosynthesis genes). Ten of these were up-regulated in common with those in WD shoot. In contrast to WD shoot, there were more auxin and ethylene DEGs up-regulated in WD root than were down-regulated.

### The cytokinin signaling pathway was positively enriched in water deficit shoots

The cytokinin signaling pathway was positively enriched in both WD root and WD shoot. In WD shoot, there were 30 DEGs of the total 80 cytokinin signaling pathway genes with multiple type-A arabidopsis response regulators (*ARRs,* e.g. 5) and arabidopsis psuedo response regulators (*APRR*, e.g. 4) up-regulated in WD shoot (Additional file 3: Table S3, Additional file 4: Table S4). The majority of these were up-regulated (20) and involved in regulation of transcription. In contrast, only four genes were up-regulated in WD root and two of these were in common with the WD shoot. 

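In WD shoot, 19 of the 21 cytokinin genes of Table S5 were higher, with a median log2FC of 1.20. edgeR's test called 11, all higher, and DESeq2 called 15. Without C shoot replicate 3, 4 were called. AHP4 (VIT_11s0016g03170) had 153 ± 16.0 CPM in WD shoot and 34.1 ± 1.60 CPM in C shoot (SD, n = 3), a log2FC of 2.17 (SE 0.15, edgeR adjusted p = 0.00607).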

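In WD root 18 of the cytokinin genes of Table S5 were tested, 16 were higher (median log2FC 0.50), 0 were called by edgeR's test and 4 had an unadjusted p under 0.05. Without WD root replicate 3 the median was 0.20. AHP4 had 24.2 ± 12.2 CPM in WD root and 4.52 ± 0.679 CPM in C root (SD, n = 3), a log2FC of 2.42 (SE 0.43, edgeR adjusted p = 0.300), with all WD libraries above all C libraries, and DESeq2 called it (DESeq2 adjusted p = 3.68e-05, range over the alternatives 3.68e-05 to 0.905).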

Of the 79 circadian rhythm pathway genes, there were a similar number of circadian rhythm DEGs up-regulated in WD root (10) and WD shoot (15) (Additional file 3: Table S3, Additional file 4: Table S4), with five of these DEGs in both WD shoot and WD root. 

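All 17 circadian rhythm genes of Table S5 were tested in root and had higher levels in WD, with a median log2FC of 1.16. There, 0 were called by edgeR's test and 9 had an unadjusted p under 0.05. For 10 all WD libraries were above all C libraries (chance gives 10% above or below for genes not chosen as DEGs). When adjusted over the list alone, 8 passed. DESeq2 called 4. Without WD root replicate 3 the root median was 0.73. In shoot 13 of 16 were higher (median 0.81) and 9 were called, with 5 called without a filter on low counts and 0 without C shoot replicate 3. GI (VIT_18s0157g00020) had 460.1 ± 146 CPM in WD root and 204 ± 50.0 CPM in C root (SD, n = 3), a log2FC of 1.17 (SE 0.32, edgeR adjusted p = 0.408), and 307 ± 123 CPM in WD shoot and 84.2 ± 35.4 CPM in C shoot, a log2FC of 1.87 (SE 0.44, edgeR adjusted p = 0.0263), which was 0.0853 without C shoot replicate 3. DESeq2 called GI in root (DESeq2 adjusted p = 0.0366, range over the alternatives 0.0366 to 0.905).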

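Of the constans-like genes, COL14 (VIT_01s0146g00360) had 9.35 ± 4.20 CPM in WD root and 17.1 ± 6.78 CPM in C root (SD, n = 3), a log2FC of -0.87 (SE 0.40, edgeR adjusted p = 0.583), with WD higher in 2 of the 9 pairs of libraries. In shoot its log2FC was -0.62 (SE 0.24, edgeR adjusted p = 0.0900), with all WD libraries below all C libraries, and DESeq2 gave an adjusted p of 0.0455 (range over the alternatives 0.0455 to 0.261). COL3 (VIT_11s0052g01800) had 70.0 ± 18.4 CPM in WD root and 29.6 ± 7.78 CPM in C root, a log2FC of 1.24 (SE 0.28, edgeR adjusted p = 0.374), with all WD libraries above, and DESeq2 called it (DESeq2 adjusted p = 0.00848, range over the alternatives 0.00848 to 0.905). In shoot its log2FC was -0.13 (SE 0.23, edgeR adjusted p = 0.697). A second COL14 gene, VIT_14s0068g01380, had a log2FC of 1.14 (SE 0.75, edgeR adjusted p = 0.285) in shoot.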

WD root had only one down-regulated circadian rhythm DEGs (constans-like 14) and all other constans-like DEGs were up-regulated in both WD shoot and WD root.

### ABA, cytokinin, and circadian rhythm networks identified in water deficit root and shoot

Networks were constructed for ABA, auxin, and ethylene or ABA, cytokinin, and circadian rhythm related DEGs. 

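The networks were recomputed as the methods describe, from Pearson correlations of the deposited RPKM values over the 6 libraries of an organ, keeping pairs with an absolute correlation above the paper's limits. In the root network of ABA, auxin and ethylene genes (52 genes), 270 of 1326 pairs were kept (20.4%). There were 52 edges among the 315 pairs of an ABA and an ethylene gene (16.5%) and 30 among the 240 pairs of an ABA and an auxin gene (12.5%). In the shoot network (96 genes), 548 of 4560 pairs were kept (12.0%), with 120 of 918 between ABA and ethylene (13.1%) and 116 of 945 between ABA and auxin (12.3%). When the ethylene and auxin labels were shuffled 10000 times, a difference in share as large as the one seen arose with a one-sided permutation p of 0.275 in root and 0.397 in shoot. Over all libraries, log2(RPKM + 1) moved the root edges most, to 142. It also reversed the order in shoot, with 91 edges between ABA and ethylene and 105 between ABA and auxin. The shoot order was also reversed with log2(RPKM + 0.1) (80 and 96), without WD shoot replicate 1 (226 and 256) and without WD shoot replicate 3 (144 and 163). The other settings kept it. Correlation of the deviations from the WD and C means, which removes the treatment difference, left 221 edges in shoot and gave 312 in root. In root this setting kept 62 of 315 ABA and ethylene pairs and 56 of 240 ABA and auxin pairs, so the larger share was with auxin. The other root settings kept the larger share with ethylene. With 1 library left out the root network had between 171 edges, without WD root replicate 3, and 472, without WD root replicate 2. The shoot network had between 608 and 1142, the latter without WD shoot replicate 1. A fixed limit is passed by chance more often with 1 library left out, or with group means removed, than over all 6 libraries. Edge counts of those settings are therefore not directly comparable in size with those of the full networks.

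**Figure D3:**
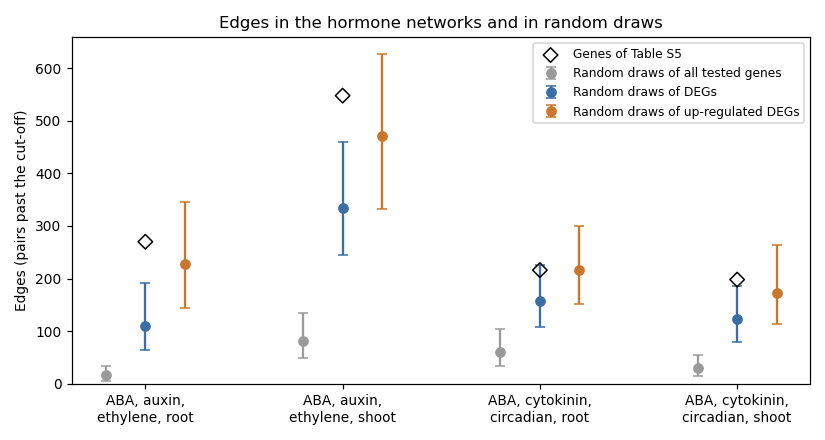
Number of edges in each of the 4 networks (points) and the median and 95% range of edges in 1000 random draws of as many of the authors' DEGs or up-regulated DEGs (bars). The root network of ABA, auxin and ethylene genes has 270 edges, above the DEG draws with a median of 110 and within the up-regulated draws with a median of 228.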

There was a greater number of DEGs with a high correlation between ABA and ethylene than between ABA and auxin in both root and shoot (Fig. 4a, b). 

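In the root network, ABF2 (VIT_18s0001g10450) had edges to 5 of the 21 ethylene genes and ABF3 (VIT_03s0063g00310) to 0. In the shoot network ABF2 had edges to 11 of the 34 ethylene genes and ABF3 to 1. The ABF2 count in root was 2 with log2(RPKM + 1), 9 with TMM-scaled CPM, 8 with deviations from the WD and C means and 12 without WD root replicate 2. The ABF3 count with deviations from the means was 2 in root and 0 in shoot. In shoot the ABF3 count was 11 without WD shoot replicate 3.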

*ABF2* is strongly correlated with ethylene in both the root and shoot, whereas *ABF3* is only correlated in the root. The ABA, cytokinin, and circadian rhythm had a strong correlation with ABA signaling genes (interaction, in particular *ABF2*, *ABF3, SnRK2,* cytokinin response factor (*CRF4*) Arabidopsis histidine phosphotransferase (*AHP4*), gigantea (*GI*)*,* constans-like (*COL3*), and phytochrome interacting factor 4 (Fig. 5a). 

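In the root network of ABA, cytokinin and circadian rhythm genes (29 genes), for which the paper's limit on the correlation is 0.8, 216 of 406 pairs were kept (53.2%), with 37 of 60 between ABA and cytokinin genes and 71 of 150 between ABA and circadian rhythm genes. At the limit of 0.96 used for the other networks, 63 edges were left. To the other ABA genes ABF2 had 12 edges of 14 and ABF3 had 10 of 14. To the 15 ABA genes CRF4 had 11 edges, AHP4 12, GI 12, COL3 14 and PIL6 (VIT_12s0028g01110) 12.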

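In the shoot network of ABA, cytokinin and circadian rhythm genes (59 genes), 198 of 1711 pairs were kept (11.6%), 66 of 540 between ABA and cytokinin and 39 of 324 between ABA and circadian rhythm genes. Deviations from the WD and C means left 103. Without WD shoot replicate 1 there were 412. ABF2, the AHK3 gene VIT_04s0008g03460 and the ARR1 gene VIT_06s0004g05120 had edges to GI and to TOC1 (VIT_17s0000g06570). A second AHK3 gene, VIT_01s0010g03780, had an edge to GI but not to TOC1, and a second ARR1 gene, VIT_05s0077g01480, had an edge to neither. In WD shoot TOC1 had a log2FC of 0.80 (SE 0.23, edgeR adjusted p = 0.0465), which was 0.130 without WD shoot replicate 2, and the first AHK3 and ARR1 genes 1.32 and 1.69.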

In WD shoot, strong correlations between ABA and cytokinin signaling genes also showed similar correlation with the circadian rhythm genes: *ABF2,* histidine kinase 1 (*AHK3*), and Arabidopsis type b cytokinin response regulators (*ARR1*) signaling genes were correlated with *GI* and timing of cab expression 1 protein (*TOC1*) (Fig. 5b). A total gene list for each network is included in the Additional file 7: Table S5a-d.

**Fig. 4:**
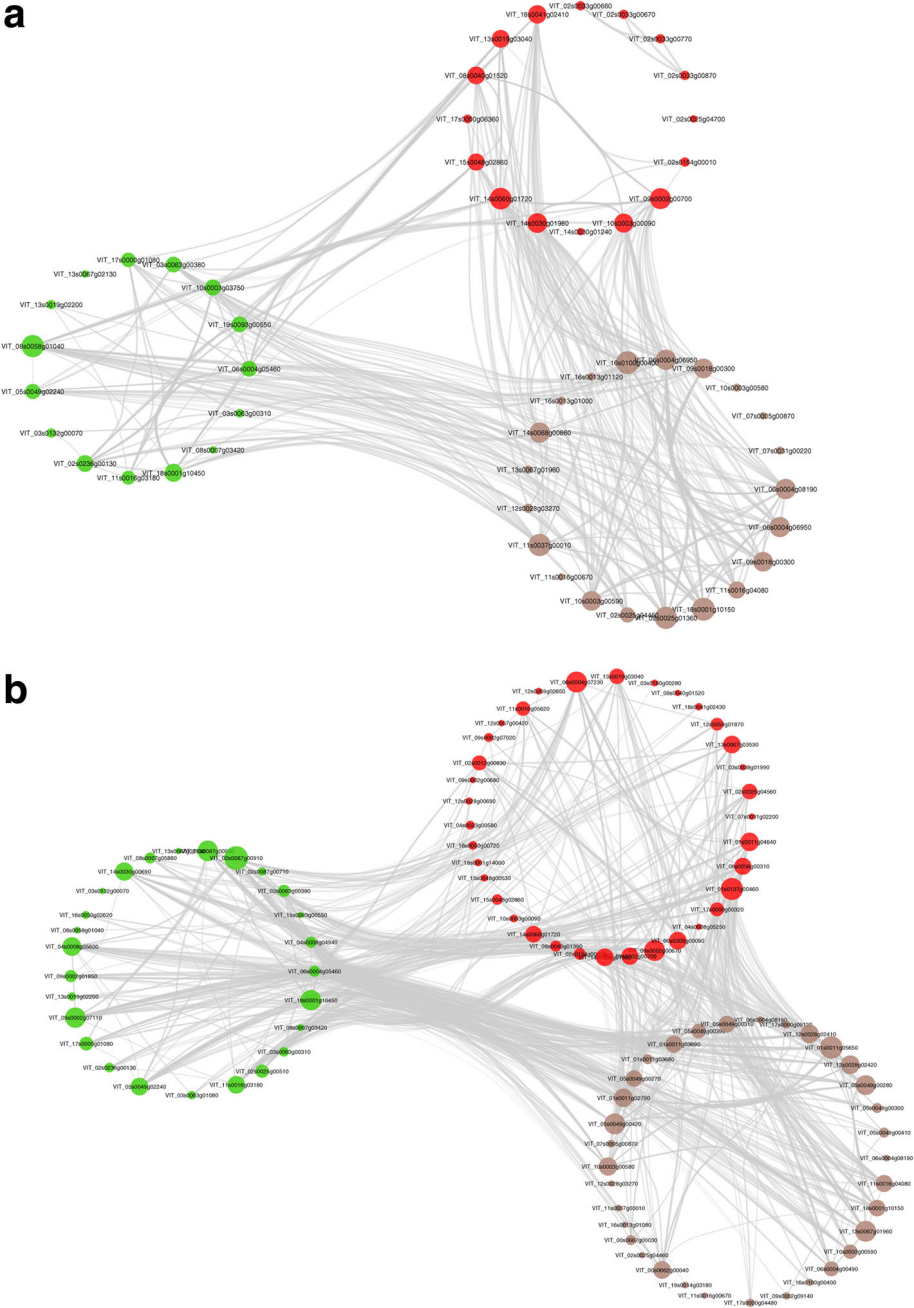
Root and shoot ABA, auxin, and ethylene signaling networks. **a** root network; **b** shoot network. The differentially expressed gene correlation matrix was modeled using the *graph from adjacency matrix* function in igraph R package (ABA = light green, auxin = red, ethylene = grey-brown). Network gene list and annotation can be found in Additional file 7: Table S5a, b

**Fig. 5:**
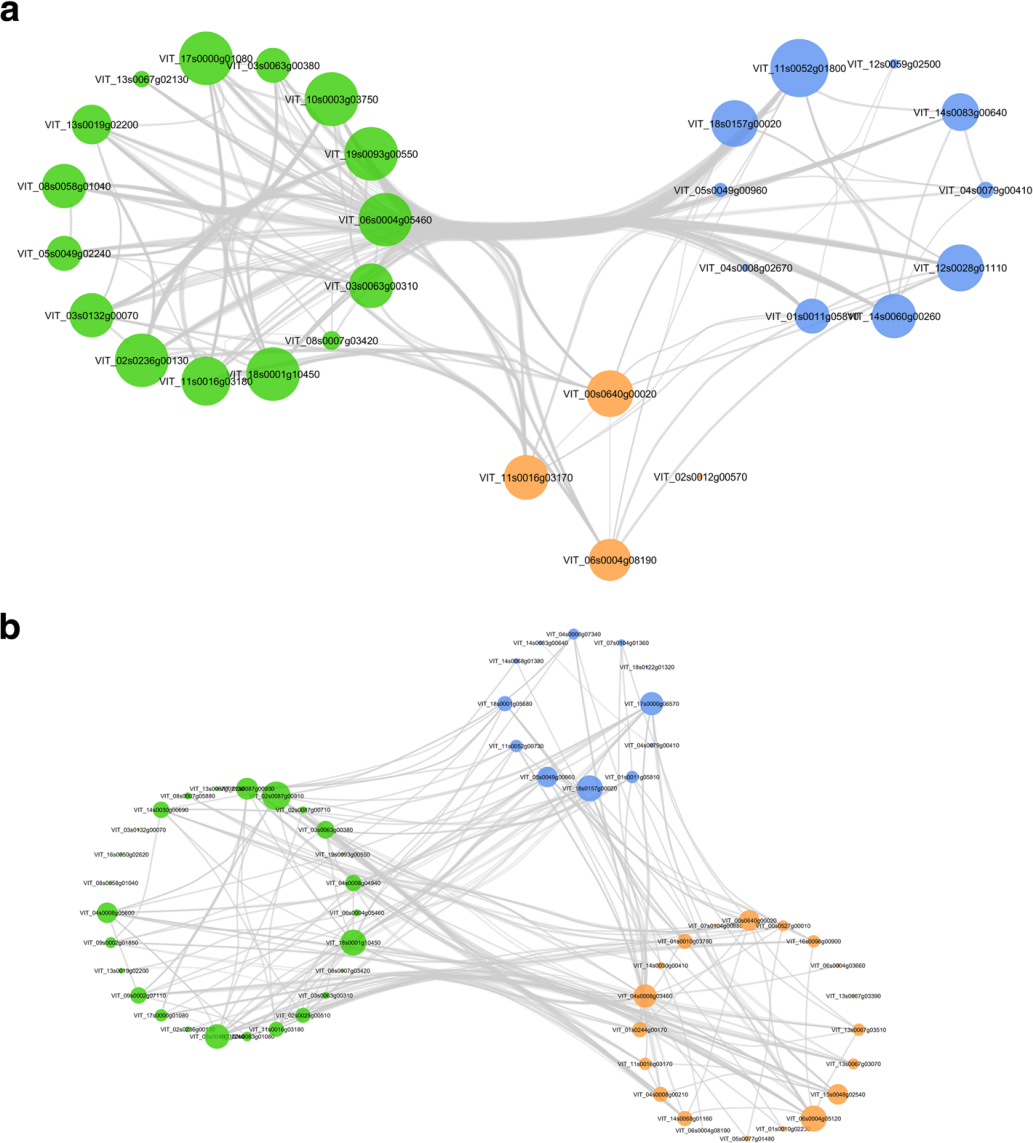
Root and shoot ABA, cytokinin, and circadian rhythm signaling network. **a** root network; **b** shoot network. The differentially expressed gene correlation matrix was modeled using the *graph from adjacency matrix* function in igraph R package (ABA = light green, cytokinin = blue, circadian rhythm = orange). Network gene list are found in Additional file 7: Table S5c, d

### Aquaporin and ROS scavenging genes had distinctly different expression patterns in water deficit root and shoot

Examination of the VitisNet pathways significantly enriched in WD root or WD shoot indicated that several gene families previously noted to be involved in water deficit responses were not only differentially expressed relative to their control but showed different response profiles in root and shoot. Major differences were observed in aquaporin and reactive oxygen species scavenging (ROS) DEGs. It is noteworthy that there were only two up-regulated aquaporins in WD roots (VIT_08s0040g018 90, VIT_14S0108g00700) and 16 aquaporin DEGs that were all down-regulated in WD shoot (Additional file 3: Table S3, Additional file 4: Table S4).

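The aquaporin PIP2;4 (VIT_08s0040g01890) had 300.0 ± 104 CPM in WD root and 149 ± 24.2 CPM in C root (SD, n = 3), a log2FC of 1.01 (SE 0.29, edgeR adjusted p = 0.433), with all WD libraries above all C libraries. Its shoot levels were 66.1 ± 32.1 CPM in WD shoot and 263 ± 129 CPM in C shoot, a log2FC of -1.99 (SE 0.47, edgeR adjusted p = 0.0269), with all WD libraries below, and the adjusted p was 0.0987 without WD shoot replicate 2. The shoot response minus the root response was -2.96 (SE 0.59, edgeR adjusted p = 0.0527). NIP1;2 (VIT_14s0108g00700) had 50.1 ± 17.0 CPM in WD root and 89.8 ± 41.3 CPM in C root, a log2FC of -0.84 (SE 0.42, edgeR adjusted p = 0.608), with WD higher in 2 of the 9 pairs of libraries, and 15.4 ± 11.7 CPM in WD shoot and 30.9 ± 12.1 CPM in C shoot.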

A greater number of ROS scavenging related genes were differentially expressed in the WD shoot than in the WD root relative to their respective C (Fig. 6, Additional file 8: Table S6). 

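Of the 23 ROS scavenging genes of Table S6, all were tested in root, where 0 were called by edgeR's test and 7 had an unadjusted p under 0.05. In shoot 21 were tested and 12 were called, 8 higher and 4 lower, with 2 called without WD shoot replicate 2. DESeq2 called 1 in root and 13 in shoot. None of these genes was called by the interaction test, and 9 had an unadjusted interaction p under 0.05.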

In WD shoot, six of the 36 genes responsible for synthesizing superoxide dismutase (*SOD*) were down-regulated and three were up-regulated relative to C shoot. Only two SOD genes were up-regulated in WD root and one (VIT_14s0060g00120) was down-regulated in common with WD shoot. 

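Of the SOD genes of Table S6, 11 were tested in root, 8 higher and 3 lower in WD, with 2 at an unadjusted p under 0.05 and 0 called by edgeR's test. In shoot 9 were tested, 3 higher and 6 lower, and 2 higher and 2 lower were called. VIT_14s0060g00120 had 76.8 ± 26.0 CPM in WD root and 171 ± 51.4 CPM in C root (SD, n = 3), a log2FC of -1.16 (SE 0.32, edgeR adjusted p = 0.409), and 24.4 ± 5.13 CPM in WD shoot and 52.5 ± 3.57 CPM in C shoot, a log2FC of -1.11 (SE 0.19, edgeR adjusted p = 0.0128). All WD libraries were below all C libraries in each organ. The shoot adjusted p was 0.0568 without WD shoot replicate 2, and DESeq2 called it in root (DESeq2 adjusted p = 0.0473, range over the alternatives 0.0473 to 0.905).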

Many more genes in the glutathione cycle were up-regulated in the WD shoot (22) than in the WD root (11). Four glutathione reductase (*GR*) genes were differentially expressed in WD shoot, with one of the down-regulated in common with WD root. 

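Each of the 4 GR genes of Table S6 was called in WD shoot by edgeR's test, 2 higher and 2 lower. With 1 library left out, the edgeR adjusted p of VIT_05s0051g00870 was between 0.0186 and 0.150 and its call was lost in 5 of 6 fits. The calls of VIT_07s0141g00390 and VIT_06s0004g04310 were each lost in 2 of 6, with an adjusted p of 0.0642 and 0.0658 without C shoot replicate 3. The call of VIT_18s0001g06360 was kept in all 6. It had 2.70 ± 0.863 CPM in WD shoot and 15.1 ± 3.40 CPM in C shoot (SD, n = 3), a log2FC of -2.48 (SE 0.31, edgeR adjusted p = 0.00897), and 28.9 ± 11.9 CPM in WD root and 56.5 ± 5.41 CPM in C root, a log2FC of -0.97 (SE 0.32, edgeR adjusted p = 0.469), with all WD libraries below all C libraries in each organ. The difference between the organs was -1.48 (SE 0.47, edgeR adjusted p = 0.130).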

Genes encoding glutathione peroxidases (*GPX:* VIT_02s0025g03600, VIT_04s0008g06780) were up-regulated in WD shoot, with one in common with WD root. 

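VIT_02s0025g03600 had 465 ± 63.8 CPM in WD shoot and 138 ± 11.1 CPM in C shoot (SD, n = 3), a log2FC of 1.75 (SE 0.19, edgeR adjusted p = 0.00818), and 243 ± 63.7 CPM in WD root and 125 ± 23.7 CPM in C root, a log2FC of 0.96 (SE 0.26, edgeR adjusted p = 0.408). VIT_04s0008g06780 had a log2FC of 1.39 (SE 0.26, edgeR adjusted p = 0.0154) in shoot, which was 0.0670 without C shoot replicate 3, and 0.33 (SE 0.16, edgeR adjusted p = 0.595) in root. In both organs all WD libraries of both genes were above all C libraries.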

Two ascorbate peroxidase (*APX*) genes were up-regulated in WD shoot and none were differentially expressed in WD root. In contrast, three CATALASE (*CAT*) genes were down-regulated in WD root and one up-regulated in WD shoot. 

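In shoot, APX3 (VIT_03s0038g02320) had 272 ± 26.1 CPM in WD shoot and 133 ± 33.6 CPM in C shoot (SD, n = 3), a log2FC of 1.03 (SE 0.22, edgeR adjusted p = 0.0209), which was 0.0845 without C shoot replicate 3. VIT_03s0017g00140 had 1.90 ± 0.647 CPM in WD shoot and 3.94 ± 0.711 CPM in C shoot, a log2FC of -1.05 (SE 0.34, edgeR adjusted p = 0.0605), which was 0.0321 without WD shoot replicate 1. WD libraries lay all above C for APX3 and all below for the other gene. In root their log2FC was 0.37 (SE 0.29, edgeR adjusted p = 0.701) and -0.49 (SE 0.36, edgeR adjusted p = 0.693).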

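Table S6 lists 4 catalase genes. In WD root VIT_00s0698g00010 had 608 ± 371 CPM in WD root and 170.0 ± 96.1 CPM in C root (SD, n = 3), a log2FC of 1.84 (SE 0.62, edgeR adjusted p = 0.473), and VIT_04s0044g00020 had 114 ± 71.7 CPM in WD root and 29.7 ± 18.1 CPM in C root, a log2FC of 1.95 (SE 0.64, edgeR adjusted p = 0.467). VIT_06s0004g01560 had 3.42 ± 2.33 CPM in WD root and 12.7 ± 8.81 CPM in C root, a log2FC of -1.88 (SE 0.70, edgeR adjusted p = 0.520). WD was higher in 8 of the 9 pairs of libraries for the first and second of these and in 1 of the 9 for the last. CAT3 (VIT_18s0122g01320) had 2416 ± 375 CPM in WD shoot and 593 ± 492 CPM in C shoot, a log2FC of 2.03 (SE 0.61, edgeR adjusted p = 0.0493), with all WD libraries above all C libraries, and 0.150 without C shoot replicate 3.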

The phenylpropanoid pathway is a source of other potential antioxidant compounds (lignins, stilbenes, flavonoids, and anthocyanins). The WD shoots had a greater number of up-regulated phenylpropanoid biosynthesis DEGs than WD roots. Some genes in the flavonoid synthesis pathway were up-regulated, but more were down-regulated including stilbene synthases.

**Fig. 6:**
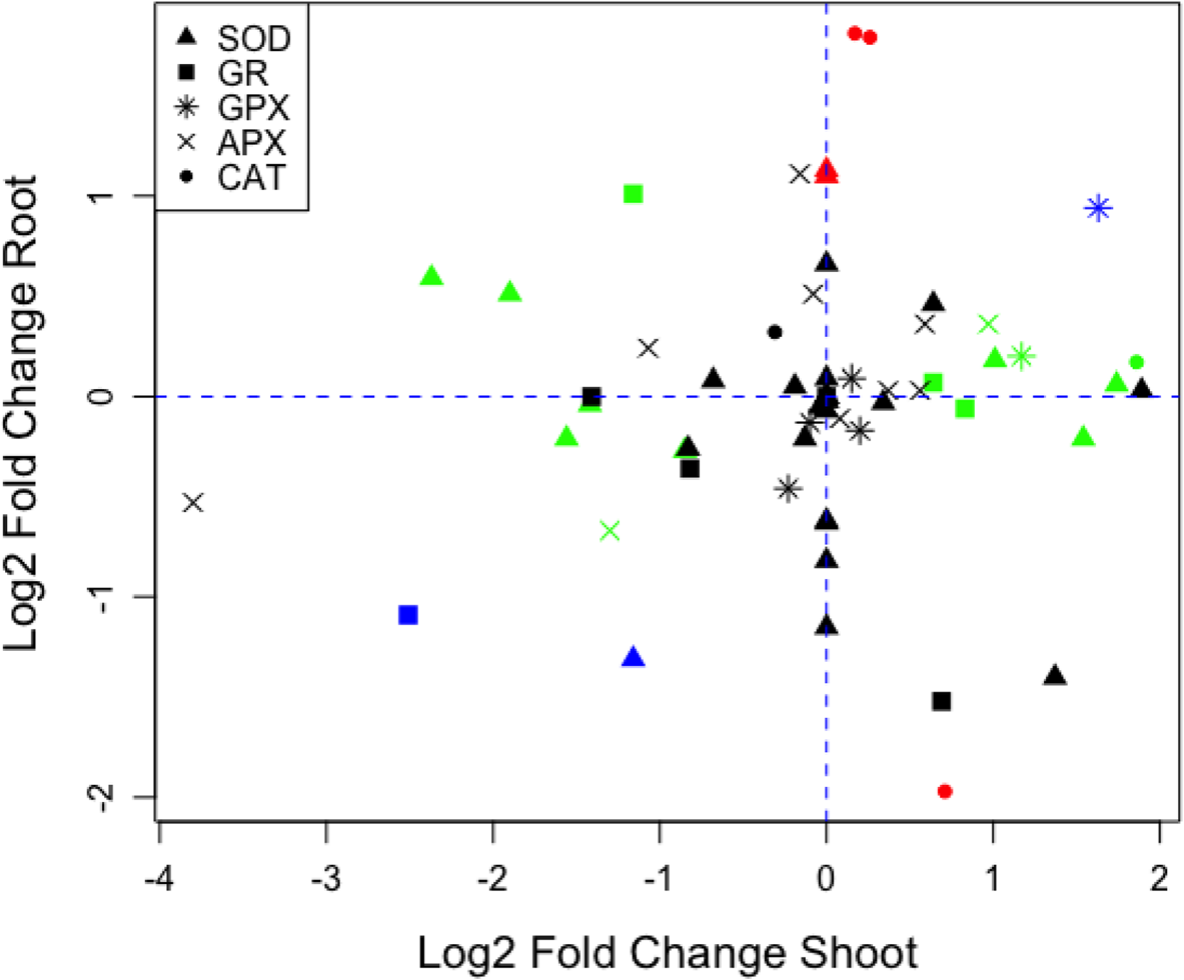
Scatter plot of fold change of genes associated with reactive oxygen species (ROS) scavenging enzymes. ROS scavenging gene families are identified in the legend at top right and differentially expressed (q-value < 0.05). Superoxide dismutase (SOD, triangle), glutathione reductase (GR, square), glutathione peroxidase (GPX, star), ascorbate peroxidase (APX, x) and catalase (CAT, circle) related genes are color coded for shoot (green) and root (red). Genes right and left of the vertical dash line represent up- and down- regulated, respectively in water deficit (WD) relative to well-watered control (C) shoot (green). Genes above and below the horizontal line represent up- and down- regulated respectively in WD root relative to C root (red). Markers for gene family members differentially expressed in both root and shoot are blue and markers for genes not differentially expressed are black. A complete list of ROS related genes are found in Additional file 8: Table S6

### Different transcription factors profiles were associated with WD in root and shoot

There were 62 transcription factors up-regulated and ten down-regulated in common between WD root and WD shoot, and eight that were differentially regulated (Additional file 3: Table S3, Additional file 4: Table S4). A large transcriptional regulatory activity potential was indicated in the WD shoot. A large number of transcription factor DEGs (220 up-regulated, 264 down-regulated) were expressed only in the WD shoot; in contrast, 42 DEGs were expressed only in WD root (Additional file 3: Table S3, Additional file 4: Table S4). The transcription factors (*NAC*, *C2C2-DOF*, *C2C2-YABBY*, *G2-like*, other *ZF-AN1,* and *GNAT*), which have been associated with drought tolerance in grapevine [14, 18] were significantly enriched in WD root (Additional file 3: Table S3). A greater number of *NAC* (Fig. 7a) DEGs were up-regulated in WD shoot (17) than WD root (9). 

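Fig. 7 shows 28 NAC genes, of which 28 were tested in shoot and 25 in root. In WD shoot 19 were higher (median log2FC 1.32) and edgeR's test called 12 higher and 2 lower, with 2 called without C shoot replicate 3. In WD root 20 were higher and 5 lower (median 0.70), 0 were called, 9 had an unadjusted p under 0.05, and 2 passed when adjusted over the list alone, 1 in each direction. DESeq2 called 4 in root. Without WD root replicate 3 the root median was 0.43. The shoot median was 0.86 without WD shoot replicate 1 and 1.72 without C shoot replicate 1. The interaction test called 0 of these genes, with 9 at an unadjusted p under 0.05.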

There were 8 *NAC* DEGs in common between the WD organs (Additional file 3: Table S3, Additional file 4: Table S4). The majority of the *WRKY* DEGs in the WD shoot were up-regulated (Fig. 7b) and there was only one up-regulated WRKY transcription factor DEG in WD root (*WRKY23,* VIT_07s0005g01710). 

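All 15 WRKY genes of Fig. 7 were tested in both organs. In WD shoot 11 were higher (median log2FC 0.87) and 6 higher and 2 lower were called by edgeR's test, with 0 called without C shoot replicate 3 and 12 at an unadjusted p under 0.05 in the full set of libraries. In WD root 13 were higher (median 0.48), 0 were called and 1 had an unadjusted p under 0.05. Without WD root replicate 3 the root median was 0.23. WRKY23 (VIT_07s0005g01710) had 29.6 ± 26.0 CPM in WD root and 9.49 ± 2.96 CPM in C root (SD, n = 3), a log2FC of 1.64 (SE 0.64, edgeR adjusted p = 0.536), with a log2FC of 0.64 without WD root replicate 3. In shoot its log2FC was 0.05 (SE 0.29, edgeR adjusted p = 0.904), and the difference between the organs was -1.55 (SE 0.76, edgeR adjusted p = 0.289).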

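Of the 56 MYB genes of Fig. 8, 54 were tested in shoot and 47 in root. In WD shoot 20 were higher and 34 lower (median log2FC -1.04), and edgeR's test called 12 higher and 15 lower, with 6 called without C shoot replicate 3. In WD root 24 were higher and 23 lower, 0 were called and 13 had an unadjusted p under 0.05. DESeq2 called 2 in root. In the interaction test 0 were called, with 26 of the genes tested in root at an unadjusted p under 0.05.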

A larger number of *MYB*s, which target genes that are involved in the biosynthesis of phytohormones and cell walls, were differentially expressed in WD shoot (71, 32) in contrast to WD root (18, 9) (total, up-regulated respectively) (Fig. 8a). It should be noted that 15 of these were DEGs in both WD organs. 

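Fig. 8 also shows 60 bHLH genes, 56 tested in shoot and 54 in root. In WD shoot 21 were higher and 35 lower (median log2FC -0.84), and edgeR's test called 8 higher and 24 lower, with 4 called without WD shoot replicate 2. In WD root 29 were higher and 25 lower, 0 were called and 13 had an unadjusted p under 0.05. DESeq2 called 4 in root. Among the genes tested in shoot the interaction test called 3, VIT_03s0038g04760, VIT_05s0077g00750 and VIT_17s0000g03550, which are named because of this call.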

A similar pattern was observed in the basic helix loop helix (*bHLH*), transcriptional activators in ABA signaling; however, few were in common with *bHLHs* DEGs in WD root (Fig. 8b). There were few dehydration responsive element binding (*DREB*) transcription factors expressed in WD shoot, and only one in WD root. 

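DREB2C (VIT_13s0067g01960) had 11.9 ± 2.88 CPM in WD root and 3.76 ± 1.09 CPM in C root (SD, n = 3), a log2FC of 1.65 (SE 0.31, edgeR adjusted p = 0.300), and 6.98 ± 3.44 CPM in WD shoot and 0.924 ± 0.466 CPM in C shoot, a log2FC of 2.90 (SE 0.59, edgeR adjusted p = 0.0185). All WD libraries were above all C libraries in each organ. The shoot adjusted p was 0.0700 without C shoot replicate 3, and DESeq2 called the gene in root (DESeq2 adjusted p = 4.17e-04, range over the alternatives 4.17e-04 to 0.905). The difference between the organs was 1.28 (SE 0.66, edgeR adjusted p = 0.308).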

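All 28 bZIP genes of Fig. 3 were tested in shoot and 27 in root. In WD root 18 were higher and 9 lower (median log2FC 0.46, and 0.26 without WD root replicate 3). There, 0 were called by edgeR's test and 8 had an unadjusted p under 0.05. For 8 all WD libraries were above all C libraries (chance gives 10% above or below for genes not chosen as DEGs). When adjusted over the list alone, 3 passed. DESeq2 also called 3. In WD shoot 18 were higher and 10 lower (median 0.84), and 14 higher and 6 lower were called, with 3 called without WD shoot replicate 2. Of the genes tested in both organs 16 were higher in WD in both. The interaction test called 2, VIT_06s0080g00360 and VIT_15s0046g01440, which are named because of this call.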

The bZIP transcription factors that are regulators for the ABA mediated abiotic stress signaling pathways, were up-regulated in WD root and up- and down-regulated in WD shoot.

**Fig. 7:**
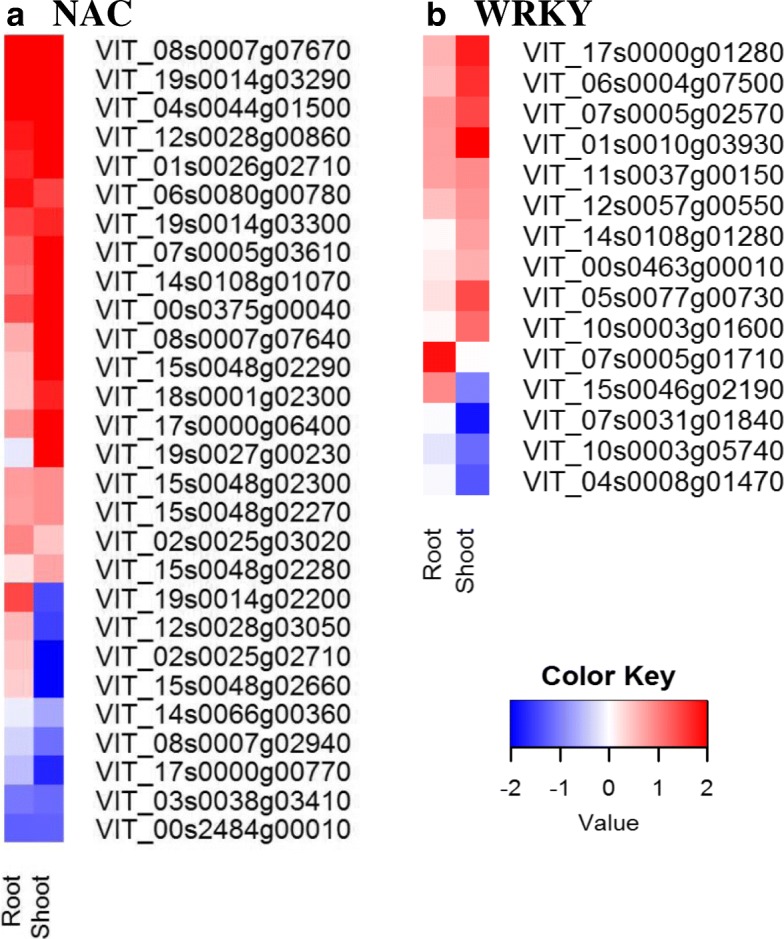
*NAC* and *WRKY* transcription factor differential gene expression (DEG) profile in water deficit (WD) root and shoot tissue. **a** *NAC* transcription factor DEG. **b** WRKY transcription factor DEG. The red and blue colors represent up- and down-regulation of the gene expression in water deficit tissue relative to their respect to control tissue in root or shoot. Expression values are expressed fold change WD/C (log_2_)

**Fig. 8:**
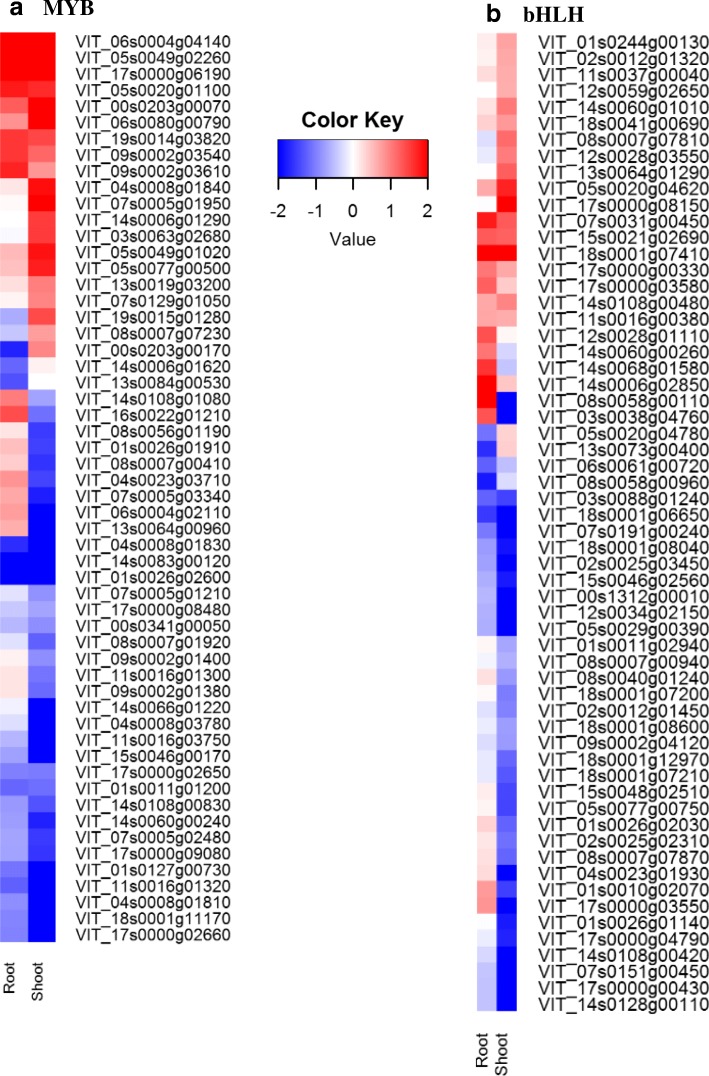
*MYB* and *bHLH* transcription differential gene expression (DEG) profile in water deficit (WD) root and shoot tissue. **a** *MYB* transcription factor DEG. **b** *bHLH* transcription factor DEG. The red and blue colors represent up- and down-regulation of the gene expression in water deficit tissue relative to their respect to control tissue in root or shoot. Expression values are expressed fold change WD/C (log_2_)

## Discussion

This study provided a physiological and genome-wide transcriptomic analyses of water deficit responses of shoots and root in *V. riparia,* a species commonly used as a rootstock and in breeding rootstock and scion cultivars. Shoot elongation, photosynthetic and stomatal activity, water status, and morphological characters were observed to target the time point for transcriptomic analysis. *V. riparia* had decreased shoot elongation after 10 d of water deficit, similar to other studies of potted grapevines [44–46]. After 14 d of water deficit, the physiological status of the grapevine characterized by Ψ_stem,_ P_n,_ SC, and WC was significantly impacted in WD grapevines relative to the control grapevines. Leaf shed, cupping, and wilting were observed at 14 d of WD. Leaf shed has been shown to reduce water loss during periods of stress in grapevine [47]. In addition, shedding older leaves allows reallocation of the carbon, nitrogen, and other nutrient resources to support growth in the stem or younger leaves in grapevine and other woody species [20, 48, 49]. Changes were observed visually in the root balls; roots became brown and less flexible, and there were fewer roots visible in WD compared to C grapevines. These characteristics indicate that both root and shoot were adjusting to the water deficit treatment. In this study; however, there were three times as many DEGs in WD shoot than in WD root in strong contrast to a previous WD study in grapevine rootstocks [18]. The difference between the present study and the rootstock study [18] may be due to differences in genotype, WD sensitivity or differences in the length of the water deficit treatment [50].

### Energy related pathways were enriched in WD root

Water deficits in plants cause stomatal closure in the leaves, inhibition of photosynthetic activity and reduction in carbon fixation [51]. Water stress accompanied with heat enhances respiration and methane (CH_4_) emission [52]. In *V. riparia*, photosynthesis and stomatal conductance decreased in the WD treatment. In contrast, VitisNet photosynthesis molecular pathways were positively enriched and genes in both photosystem I and II were upregulated in WD root and WD shoot. 

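Table S3 assigns 9 of the authors' root DEGs to photosynthesis. In WD root 8 were higher and 1 lower, with a median log2FC of 2.37 (1.73 without WD root replicate 3). There, 0 were called by edgeR's test, 7 had an unadjusted p under 0.05, and 7 passed when adjusted over the list alone. DESeq2 called 6. PsbO (VIT_00s0207g00210), for example, had 35.5 ± 22.1 CPM in WD root and 5.03 ± 4.32 CPM in C root (SD, n = 3). In WD shoot 7 of the same genes were higher, with a median of 0.46, and 1 higher and 1 lower were called. By the interaction test 0 of them were called, with 7 at an unadjusted p under 0.05.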

A similar decrease in net photosynthesis and up-regulation in photosynthesis related genes and proteins was observed in water-stressed rootstock and scion varieties [13, 27, 53].

Plants alter carbohydrate metabolism equilibrium by accumulating a large amount of water-soluble carbohydrates. In rice, carbohydrate metabolism pathways (fructose and mannose; starch and sucrose metabolism; amino sugars and nucleotide sugars and galactose) are significantly enriched during drought [54]. In contrast, amino sugars and nucleotide sugar metabolism pathways were negatively enriched in WD shoot and WD root in this study. In the woody *Jatropha curcas,* starch, sucrose, and galactose pathways are enriched in response to drought and have the greatest number of DEGs in common to both root and leaves under drought conditions [48]. Similarly, in WD grapevine, galactose metabolism was positively enriched in both WD root and WD shoot. Similar increases in galactose metabolism DEGs and proteins are observed in leaves of rootstocks and Cabernet Sauvignon [14, 27]. Galactose metabolism is important in drought tolerance mechanisms and may provide antioxidant activities [55, 56]. This may also indicate carbohydrate accumulation in grapevine in response to growth suppression under water deficit or down-regulation of sugar transporters [57].

### Cell structure and function pathways were enriched in WD shoot

Actin cytoskeleton mediates cell motility and shape changes during the cell-division cycle and in response to extracellular stimuli [58]. Osmotic stress causes rapid and reversible changes in actin filament organization [59]. In grapevine, the actin cytoskeleton pathway was negatively enriched in WD shoot most likely due to decreased growth under water deficit.

Changes in lipid composition help maintain membrane integrity and preserve cell compartmentation in plants during drought. Leaf lipid content in *Arabidopsis thaliana* decreases progressively under drought [60]. In grapevine, drought tolerant cultivars show an increase in total lipid content in the leaves, in contrast to the drought sensitive cultivars [61]. In *V. riparia*, the fatty acid biosynthesis pathway was negatively enriched in WD root and WD shoot. In contrast, the glycerolipid pathway was upregulated in both the WD organs. This coupled with the up-regulation of the galactose pathway indicates active maintenance of the photosynthetic membranes under water deficit conditions [62].

The autophagy pathway was enriched in both the WD root and WD shoot in *V. riparia*. Autophagy plays a role in protein quality control by targeted degradation of misfolded and damaged proteins induced during biotic and abiotic stresses [63]. Autophagy genes are differentially regulated in roots and shoots of drought-stressed pepper, with a greater up-regulation in roots and stems than in leaves [64]. The heat shock transcription factor A1a (*HsfA1a)* regulates autophagy related genes and overexpression of *HsfA1a* promotes non-ABA dependent drought tolerance and autophagosome formation in tomato [65]. In WD shoot several autophagy genes were up-regulated and phagosome genes were both up- and down-regulated. Several heat shock transcription factors were up-regulated in the WD shoot; however, an ortholog was not found for *HsfA1a.* Further comparative exploration of these genes in drought tolerant and sensitive cultivars may provide greater understanding in grapevine.

### ROS scavenging gene enrichment in WD shoot

In the leaves, stomata closure in response to low shoot water potentials and soil moisture content contributes to reduced photosynthesis and increased respiration [24, 51, 66]. Under low CO_2_ and excess light, reactive oxygen species are formed due to partial reduction or activated derivatives of molecular oxygen from the electron transport activities of chloroplasts, mitochondria, and peroxisomes [67, 68]. Prolonged water stress leads to overproduction of reactive oxygen species that exceeds cellular quenching mechanisms thus disrupting cellular homeostasis [69]. This results in oxidation of proteins, peroxidation of lipids, damage to nucleic acids, inhibition of enzymes, activation of programmed cell death pathway and ultimately cell death [69, 70]. ROS scavenging enzymes are early stress signaling messengers often associated with drought-induced ABA synthesis in water stressed plants [13, 15]. The present study showed a greater number of ROS scavenging genes DEGs particularly in WD shoot, which was similar to increases noted in *V. vinifera* scion and rootstock cultivar leaves during drought stress and may be related to the electron transport activity in leaves [13, 27, 71].

### ABA biosynthesis and ABA signaling had common water deficit transcriptomic responses in roots and shoots

Grapevine leaf dehydration and potted and field water deficit studies indicate a strong role for ABA and other hormone signaling in grapevine acclimation to water stress [13, 14, 17, 18]. Prior to ABA synthesis, carotenoid biosynthesis initiates with the synthesis of the isopentenyl pyrophosphate (*IPP*), and gradually feeds into the ABA biosynthesis pathway [27]. Zeaxanthin epoxidase (*ABA1)* catalyzes an early step in the cascade towards ABA biosynthesis [72]. 

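ABA1 (VIT_07s0031g00620) had 32.7 ± 5.22 CPM in WD root and 24.3 ± 6.92 CPM in C root (SD, n = 3), a log2FC of 0.43 (SE 0.25, edgeR adjusted p = 0.650), with WD higher in 7 of the 9 pairs of libraries. The shoot levels were 372 ± 93.9 CPM in WD shoot and 249 ± 113 CPM in C shoot, a log2FC of 0.58 (SE 0.37, edgeR adjusted p = 0.270), with WD higher in 8 of the 9 pairs, and the log2FC stayed between 0.34 and 1.01 with 1 library left out.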

In *V. riparia*, *ABA1* expression was up-regulated in WD root but down-regulated in WD shoot. Increased activity of *ABA1* in WD root was also observed in tomato and Arabidopsis under water stress [73, 74]. In addition, the *VDE* genes were also up-regulated in WD root but down-regulated in WD shoot. In the ABA metabolic pathway, the first committed step in ABA biosynthesis is initiated by 9-cis-epoxycarotenoid dioxygenase (*NCED*), which converts violaxanthin or neoxanthin to xanthoxin. Two of the three *NCED* genes were up-regulated in WD root, but only one in WD shoot. This result was in agreement with results in rootstocks and scions [17, 18] that show NCED transcripts increase in both shoot and root in response to water deficit; thus indicating a strong role for root ABA signaling to the shoot.

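A pair of further NCED genes on chromosome 2 rose in WD shoot. VIT_02s0087g00910 had 362 ± 153 CPM in WD shoot and 34.6 ± 8.66 CPM in C shoot (SD, n = 3), a log2FC of 3.39 (SE 0.39, edgeR adjusted p = 0.00867), and VIT_02s0087g00930 had 27.2 ± 7.79 CPM in WD shoot and 2.09 ± 1.07 CPM in C shoot, a log2FC of 3.71 (SE 0.44, edgeR adjusted p = 0.00894), with all WD libraries above all C libraries. The first lies from 18560695 to 18562591 and the second from 18588852 to 18590786. Reads that align to both copies were left uncounted. Over the 6 root libraries they had 56 and 43 reads in all and were not tested there.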

ABA levels can be decreased by ABA catabolism, inactivation, or negative regulation. The ABA 8′-hydroxylase enzyme catabolizes ABA into 8′- hydroxy ABA, which non-enzymatically converts to phaseic acid before reducing to dihydroxyphaseic acid. ABA, in the presence of an ABA-glucosyltransferase enzyme, is metabolized into inactive ABA-glucose ester (ABA-GE). Cleavage of glucose from ABA-glucose ester by β-glucosidases converts ABA-GE back to ABA. Although water stress acts as a signal to transport ABA-GE stored in the vacuole or apoplastic space to the endoplasmic reticulum, its involvement in root-to-shoot signaling is yet to be revealed [29, 75, 76]. Several studies report an increase of *UDP-glycosyltransferase* under stress conditions [77, 78]. ABA-GE concentration increases significantly in WD Chardonnay berries but not in Cabernet Sauvignon [29]. In this study, several UDP-glycosyltransferase genes were up-regulated in the WD shoot, but not in the WD root. Further studies are needed to get a complete picture of how ABA levels are controlled in grapevine.

ABA signaling genes involved in the water stress response include *PYR/PYL/RCAR*, *PP2C* (negative regulator) and *SnRK2* (positive regulator) [28]. The ABA receptor PYR/PYL/RCAR family controls ABA signaling by inhibition of *PP2C* activity [79–82]. Major inhibition of *PP2C* occurs in the presence of ABA; however, the ABA receptors (RCAR/PYR1/PYL) are known to interact with *PP2C*s in a complex manner [83, 84]. *SnRK2*, when activated by ABA, phosphorylates ABA-responsive element binding factors (*ABFs*). In addition, target of rapamycin (*TOR*) kinase, a central regulator of plant metabolism and growth, phosphorylates PYR/PYL/RCAR receptors in unstressed conditions, inactivating the core ABA signaling pathway [85]. Under stressed conditions, ABA stimulated SnRKs, phosphorylate the TOR complex component, *RAPTOR*, providing a mechanism for altering cell metabolism and growth. In *V. vinifera* and hybrid rootstocks, high constitutive expression levels of *PYR/PYL*/*RCAR*s and *SnRKs* are found indicating that the transcript abundance of ABA receptors was not a key component contributing to genotypic differences in water deficit response [17]. However, in a grapevine leaf dehydration study [14], differences in *SnRK 2.6* (*OST1*) are found in gene expression profiles over time, with *V. riparia* having the lowest response. In the present *V. riparia* study, *SnRK2.2* was up-regulated in both WD root and WD shoot, indicating a difference between isolated leaf dehydration and whole plant water deficit signaling.

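SnRK2.2 (VIT_02s0236g00130) had 63.6 ± 30.9 CPM in WD root and 23.9 ± 10.4 CPM in C root (SD, n = 3), a log2FC of 1.41 (SE 0.48, edgeR adjusted p = 0.481), with WD higher in 8 of the 9 pairs of libraries. In shoot it had 129 ± 10.0 CPM in WD shoot and 43.0 ± 21.3 CPM in C shoot, a log2FC of 1.58 (SE 0.34, edgeR adjusted p = 0.0207), with all WD libraries above all C libraries, and the adjusted p was 0.0754 without C shoot replicate 3. The difference between the organs was 0.22 (SE 0.62, edgeR adjusted p = 0.899).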

### Cross-talk between ethylene, cytokinin, circadian rhythm and ABA signaling pathways

The expression profiles of the ABA, ethylene, cytokinin, and circadian rhythm signaling in response to water deficit in the shoot and root suggest WD induced hormone cross-talk [14, 86]. Coexpression networks constructed for leaf dehydration responses indicate key regulatory roles for ABA and ethylene signaling [14]. Similarly, networks constructed for hormone signaling in *V. riparia* WD roots and WD shoots had strong correlations of ABA with ethylene signaling with both *ERF* and AP2 domain-containing transcription factor/ERF up regulated in response to water deficit. In contrast, Auxin signaling did not have a strong correlation in *V. riparia* with ABA signaling, but auxin and ethylene signaling were more strongly related in both root and shoot under WD. The strong correlation of the ABA with the ethylene network found in WD root and WD shoot in the present study supports the role of cross-talk between ABA signaling and ethylene signaling and its proposed mediation by *ABF2* and *ABI5* identified in leaf dehydration studies [14]. It is of particular interest that although *ABF2* was strongly correlated in leaves and roots in the present study, *ABF3* was only correlated in the root, suggesting a root specific role for *ABF3*.

The potential for cross-talk between ABA and cytokinin is strong, as type-a arabidopsis response regulators (*ARR4, ARR5 ARR6*) interact with and regulate expression levels of the ABA signaling gene, abscisic acid insensitive 5 (*ABI5),* in addition to regulating cytokinin signaling [87]*.* Furthermore, three cytokinin receptor histidine kinases (*AHK2, AHK3,* and *AHK4*) are negative regulators of ABA signaling [88]. A bidirectional cross-talk is noted for ABA and circadian rhythm signaling [89, 90]. In *V. riparia* WD roots*, ABI5–1* is up-regulated and there are no *ARR* DEGs (negative regulator). In the WD shoot, *ARR4 and ARR5* (VIT_01s0026g00940 and VIT_17s000g07580) are significantly down regulated and *ABI5* is up-regulated. 

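ARR4 (VIT_01s0026g00940) had 4.99 ± 1.99 CPM in WD shoot and 12.7 ± 0.831 CPM in C shoot (SD, n = 3), a log2FC of -1.35 (SE 0.30, edgeR adjusted p = 0.0224), which was 0.0809 without WD shoot replicate 2. ARR5 (VIT_17s0000g07580) had 2.25 ± 1.07 CPM in WD shoot and 5.33 ± 0.415 CPM in C shoot, a log2FC of -1.24 (SE 0.38, edgeR adjusted p = 0.0504), which was 0.0166 without WD shoot replicate 1. All WD libraries of both genes were below all C libraries. DESeq2 called ARR5 as well (adjusted p = 0.00902, range over the alternatives 0.00902 to 0.147).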

Hopper et al. [14] identified *ABF2* and *ABI5–1* as key ABA signaling hubs whose expression correlated with the drought tolerance of the leaves of three grapevine species. The up-regulation of *ABF2* and *ABI5*–1 in WD root and WD shoot in the current study support the proposed major role of these signaling genes in water deficit signaling in grapevine [14].

Circadian clock gating regulates ABA signaling networks [90]. *MYB96* transcription factor contributes to the gating of abscisic acid responses by binding to timing of cab expression 1 (*TOC1*) [76]. *TOC1* binds to the promoter of ABA related gene (*ABAR*) and *TOC1* is induced by ABA [91, 92]. Constitutive expression of clock-associated pseudo-response regulator (*PRR*) genes improves drought tolerance in *Arabidopsis* [93], supporting the hypothesis of the involvement of cytokinin signaling in response to water deficit. The common expression profile characteristics of the ABA, cytokinin, and circadian rhythm signaling in response to WD in this study, indicated that cross-talk between the hormone signaling and clock associated genes may play a role in water deficit response. The circadian clock has been strongly implicated in growth and development synchronization and changes that impact development of organs could be expected to show circadian perturbations. In particular, it has been noted that the circadian clock rephrases during lateral root initiation indicating a role of the circadian clock in adapting growth cycling to environmental conditions [94].

In this study, the circadian rhythm and ABA and cytokinin signaling showed strong correlations with *COL3* and *TOC1* expression in the WD root and WD shoot, respectively. In addition, *GI*, which is increasingly implicated in abiotic stress tolerance [86], was identified as a contributing member of both the WD root and shoot ABA, cytokinin and circadian rhythm cross-talk networks. While ABA and circadian rhythm gene interactions have been noted in ABA gating in the leaves in response to water deficit [90] or root growth in relation to carbohydrate availability [95], interactions of ABA, cytokinins, and circadian rhythms have not been previously reported in root in response to water deficits in grapevine. These results suggest a strong role for circadian clock mechanisms in grapevine root acclimation to soil water changes.

### Water deficit-responsive transcription factor profiles are different in WD root than WD shoot

Transcription factors greatly influence the plant’s responses to water deficits. The responses vary with genotype and organ, indicating different signaling networks are involved in the complex plant responses to water deficit. ABA-independent signaling pathways like *NAC* transcription factors are known to be involved in drought stress responses and modulate downstream early response to dehydration1 gene transcription [96, 97]. The NAC transcription factors are differentially expressed in grapevine in response to abiotic stress [98]. *NAC* transcription factors expression change in leaves in response to water deficit [26]*.* A large number of *NAC*s are differentially expressed in two rootstocks (M4 and 101.14) with 14 differentially expressed in both roots and leaves during water deficit treatments [18]. There were fewer differentially expressed in *V. riparia* in this study; however, eight of the genes that were DEGs in WD shoot and WD root are found in the Corso et al. [18] rootstock study in response to WD. Although there were more differentially expressed *NAC* transcription factor genes in the *V. riparia* WD shoot, in contrast, to the *NAC*s in M4 and 101.14 rootstock leaves. This suggests that while up-regulation of *NAC* transcription factors has been associated with increased drought tolerance, careful review of each *NAC* must be conducted by organ to identify this transcription factor’s role in drought tolerance. A *V. amurensis NAC029* (VIT_01s0026g02710) improves drought tolerance, modulates jasmonic acid synthesis, and enhances ROS scavenging enzymes in transgenic *Arabidopsis* [99]. In the present study, seven of the *V. riparia NAC* were up-regulated in both root and shoot in response to WD, suggesting a specific role for these particular *NAC* transcription factors in water deficit tolerance that may be related to ROS scavenging enzyme regulation.

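Of the NAC genes of Fig. 7 that were tested in both organs, 17 had higher levels in WD in both, and for 4 all WD libraries were above all C libraries in both. NAC029 (VIT_01s0026g02710) had 24.0 ± 7.66 CPM in WD root and 9.08 ± 9.48 CPM in C root (SD, n = 3), a log2FC of 1.40 (SE 0.81, edgeR adjusted p = 0.650), and 88.3 ± 67.7 CPM in WD shoot and 19.6 ± 19.1 CPM in C shoot, a log2FC of 2.17 (SE 0.86, edgeR adjusted p = 0.102), which was 0.0470 without C shoot replicate 2. WD was higher in 8 of the 9 pairs of libraries in each organ.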

*MYB*, a large transcription factor family, triggers the expression of drought- and ABA- induced genes to improve drought tolerance [100–102]. Ectopic expression of *OsMYB4* transcription factor is associated with physiological and biochemical adaptation to drought stress in apples [103]. In *V. riparia,* flavonoid biosynthesis was generally up-regulated in WD shoot in contrast to WD root. There were more differentially expressed *MYB* transcription factors in WD shoot than WD root in *V. riparia.* This was in contrast with M4 and 101.14 root, which had more *MYB*s differentially expressed in the roots than in leaves under water deficit [18]. There were more *MYB*s differentially expressed in *V. riparia* than M4 and 101.14; however, the *MYB*s that were common in the WD treated shoots of each of the three genotypes were up-regulated, suggesting a regulatory role for *MYB* in water deficit shoot.

## Conclusions

Mature leaf abscission, morphological root changes, and shoot growth cessation were found during the water deficit treatments and indicated that *V. riparia* may be reallocating its limited resources to maintain the apical portion of the grapevine shoot. An overall decrease in photosynthesis and an increase in dry matter content of roots demonstrated that *V. riparia* reallocated resources to sustain potential changes in the root that contributed to water maintenance in the early stages of water deficit. RNAseq transcriptome profiling of *V. riparia* revealed significant impacts of WD in roots and shoots. The larger number of DEGs and enriched VitisNet pathways found in WD shoot indicated that the shoot had a greater response to water deficit than the grapevine root. There were a large number of DEGs in response to WD. In addition, 10 VitisNet pathways were enriched in common with both WD root and WD shoot: notably, ABA biosynthesis, cytokinin signaling, *NAC* transcription factors and galactose metabolism. The transcript abundance of genes for enzymes involved in carotenoid and ABA biosynthesis (*ABA1*, *VDE,* and *NCED3)* increased in both WD root and WD shoot relative to their respective well-watered controls. There were more ROS DEGs in WD shoot than WD root, indicative of greater potential ROS scavenging action, most likely related to the photosynthetic capacity of the shoot. Impact on water movement capacity, as evidenced by aquaporin gene expression, presented two aquaporins that were up-regulated in the roots. In contrast, all aquaporin DEGs in the shoots were down-regulated. This suggested that aquaporins contributed to water uptake in the root and limited water loss in the shoot. Specific members of the *NAC* transcription factor family had similar responses and identified a common signaling role in both WD root and WD shoot. Key genes common in WD root and WD shoot were identified from the interacting hormone expression networks between ABA, ethylene, cytokinin, and circadian rhythm genes. These expression patterns suggested potential genes, as well as organ specific genes, to be explored in future regulatory time course studies. The combined shoot and root responses indicated the involvement of complex signaling networks in water deficit responses in grapevine roots as have been previously described for WD shoots [14]. In addition, the root expression data supported an ABA, cytokinin, and circadian rhythm signaling network in grapevine roots in response to water deficit.

## Additional files

Additional file 1: **Table S1.** RT-PCR candidate gene information. Candidate gene name, Unique ID, forward (F) and reverse (R) primer sequences, optimal primer concentrations (nM), amplification efficiency (%), and correlation coefficient for fold change of RT-PCR and RNAseq expression values (R2) of each gene in root and shoot.

Additional file 2: **Table S2.** Root and shoot water and dry matter content. Mean % Water content (WC), hydration value (HV) and dry matter content (DMC) of grapevine tissues. Two-way ANOVA significance noted by: y = main effect of Day of Treatment; z = main effect of Water Status Treatment; yz = significant main effects of water status and day at *p* ≤ 0.05.

Additional file 3: **Table S3.** Differentially expressed genes in water defict root (WD root) and well-watered root (C root). Values are normalized RPKM for each treatment, fold change (FC) and test statistic and q-value. Genes highlighted in gray were up-regulated in WD root relative to C root. Genes in bold were differentially express in common in WD root and WD shoot relative to their respective C tissue.

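The table holds the output of Cuffdiff, which compares the 3 WD with the 3 C libraries of an organ and gives 1 RPKM value per group, so replicate spread is not shown in it. The q-value is the p adjusted for the number of genes tested. All 1385 genes could be matched to the deposited table, and 9 lines lack a numeric fold change, leaving 880 with a positive and 496 with a negative value. For 31 of the genes discussed here the fold change was set beside the log2FC of the raw counts, and 0 differed by more than the larger error.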

Additional file 4: **Table S4.** Differentially expressed genes in water defict shoot (WD shoot) and well-watered shoot (C shoot). Values are normalized RPKM for each treatment, fold change (FC) and test statistic and q-value. Genes highlighted in gray were up-regulated in WD shoot relative to C shoot. Genes in bold were differentially express in common in WD root and WD shoot relative to their respective C tissue.

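The copy of the table used here holds 1998 genes, all with higher expression in WD, of the 6925 shoot DEGs of the authors' deposited table, so no overlap or enrichment was computed from it. The direction and call of every shoot DEG was taken from the authors' deposited table of Cuffdiff results instead.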

Additional file 5: **Figure S1.** Shoot and root DEG in common during water deficit. Values are fold change (FC, log2) of water deficit root and shoot relative to their respective control.

Additional file 6: **Figure S2.** Expression fold change for ABA metabolic and signaling genes in water deficit (WD) roots and shoot tips. All values were measured using real-time PCR and ratio of water deficit /control (WD/C)). Gene ids are *ABA1* (VIT_07s0031g00620), *NCED3* (VIT_19s0093g00550), *PP2CA* (VIT_13s0019g02200), *CYP707A3* (VIT_02s0087g00710), *ABA3* (VIT_19s0027g01090), and *ABI1* (VIT_11s0016g03180). Root = solid bar, Shoot = striped bars; values with asterix denote genes differentially expressed between tissues, with a *p*-value < 0.05 noted above bar (*n* = 3).

Additional file 7: **Table S5.** Hormone signaling networks. A. ABA, auxin, and ethylene network for *V. riparia* root. B. ABA, auxin, and ethylene network for *V. riparia* shoot. 5C. ABA, cytokinin, and circadian rhythm network for *V. riparia* root. D. ABA, cytokinin, and circadian rhythm network for *V. riparia* shoot.

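Parts a to d list the genes behind the networks and their hormone class. Part a has 15 ABA, 16 auxin and 21 ethylene genes, part b has 27, 35 and 34, part c has 15 ABA, 4 cytokinin and 10 circadian rhythm genes, and part d has 27, 20 and 12. According to the authors' deposited table all of them rose in WD in the organ of the network.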

Additional file 8: **Table S6.** RPKM expression fold change (FC log2) of reactive oxygen species scavenging enzymes in water deficit (WD) relative to well-watered organ (C) for root and shoot. Enzymes are noted as superoxide dismutase (SOD), glutathione reductase (GR), glutathione peroxidase (GPX), catalase (CAT), and ascorbate peroxidase (APX). Differentially expressed genes (DEG) at q-value < 0.05 are in bold lettering and highlighted according to organ in which DEG occured; root (gray), shoot (green), and both WD organs relative to their respective C (yellow).

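The table gives the log2 ratio of the WD to the C RPKM of Cuffdiff for each enzyme gene. In shoot, 17 of the 21 values lay within 0.01 of the ratio of the RPKM values in the authors' deposited table. In root the values lay below that ratio by a median of −0.50 (range −0.72 to −0.00) over 23 genes, and 1 lay within 0.01.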

## Abbreviations

ABA: Abscisic acid
C: Control
DEGs: Differentially expressed genes
DW: Dry weight
FDR: False discovery rate
FW: Fresh weight
Pn: Net photosynthesis
SC: Stomatal conductance
WD: Water deficit
Ψ_stem_: Stem water potential

# Supplementary material for: Transcriptomic response is more sensitive to water deficit in shoots than roots of Vitis riparia (Michx.)
**Source:** BMC Plant Biol. 2019 Feb 13;19:72. doi: 10.1186/s12870-019-1664-7
**Supplement:** Supplementary file 6 — Figure S2. Expression fold change for ABA metabolic and signaling genes in water deficit (WD) roots and shoot tips. All values were measured using real-time PCR and ratio of water deficit /control (WD/C)). Gene ids are ABA1 (VIT_07s0031g00620), NCED3 (VIT_19s0093g00550), PP2CA (VIT_13s0019g02200), CYP707A3 (VIT_02s0087g00710), ABA3 (VIT_19s0027g01090), and ABI1 (VIT_11s0016g03180). Root = solid bar, Shoot = striped bars; values with asterix denote genes differentially expressed between tissues, with a p-value < 0.05 noted above bar (n = 3).

## Slide 1
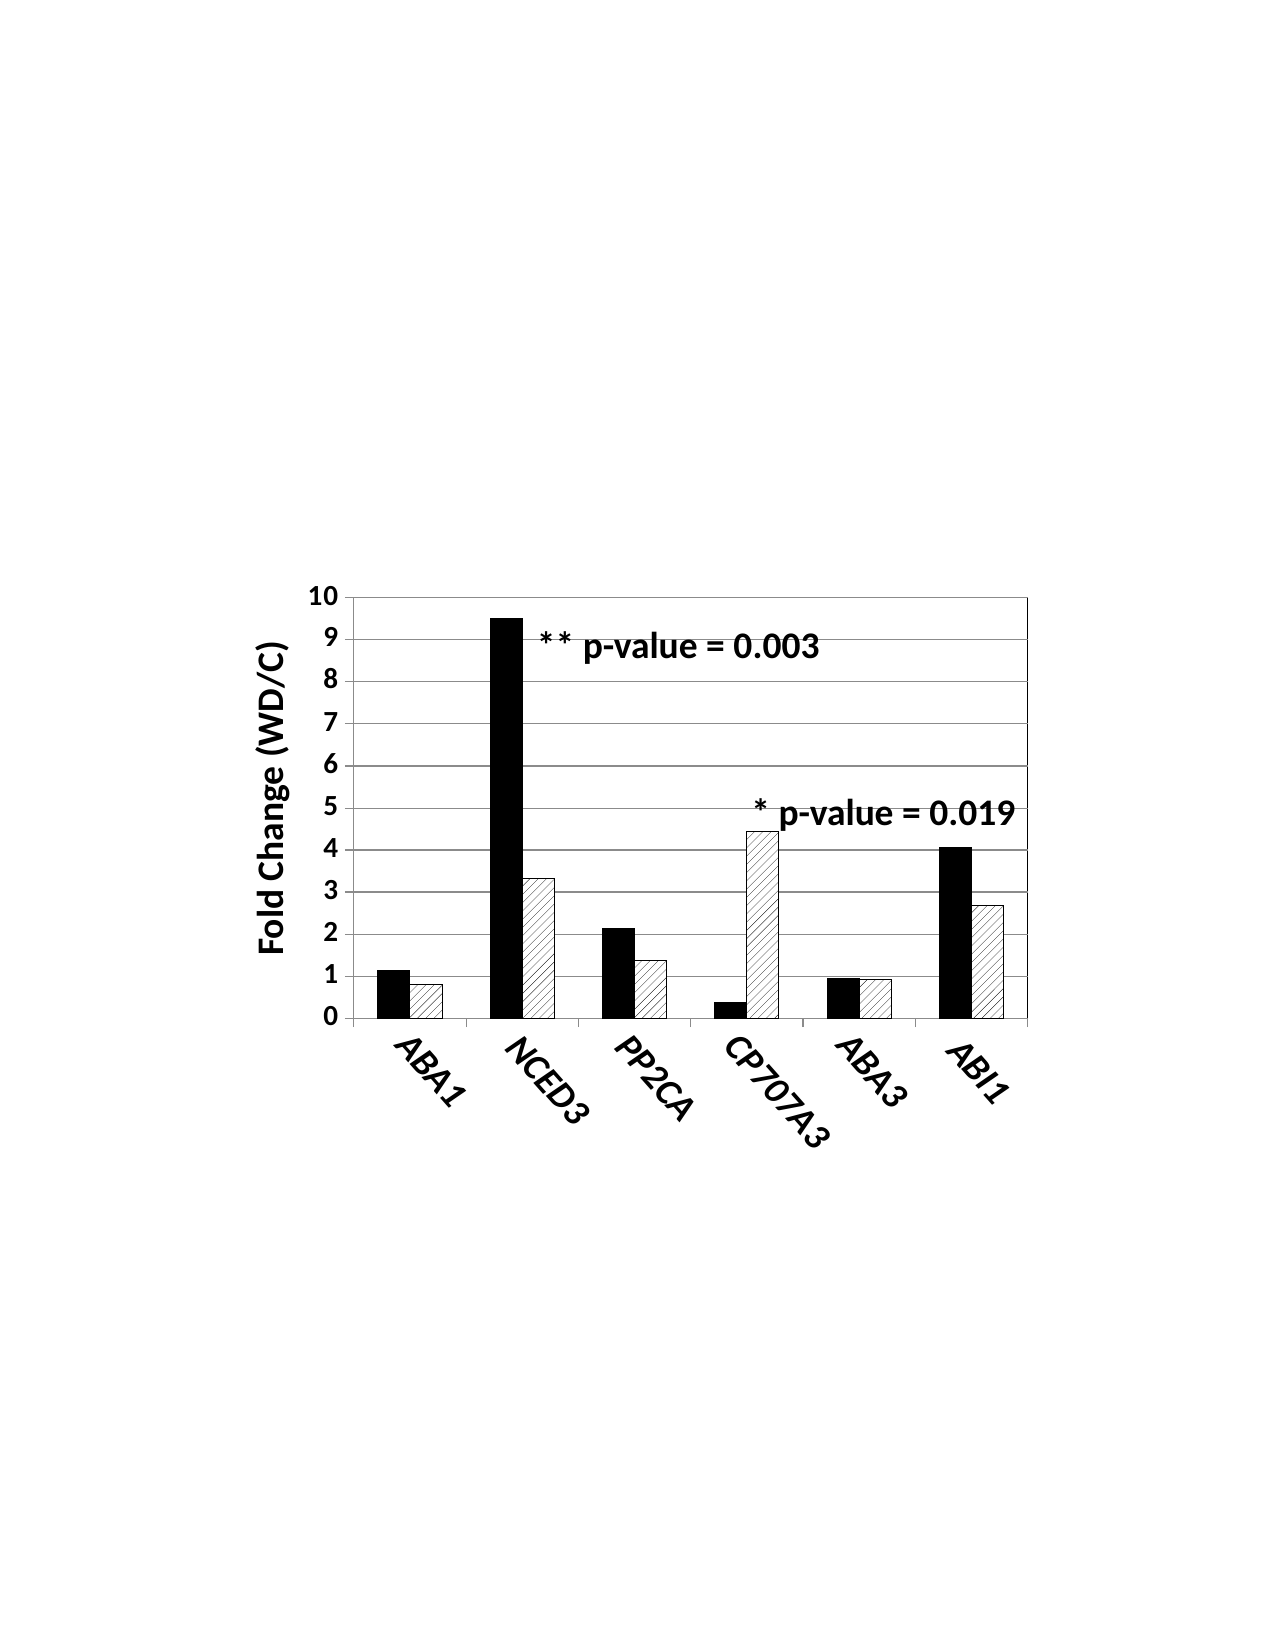

### Chart
| Category | Root | Shoot tip |
|---|---|---|
| ABA1 | 1.14 | 0.793 |
| NCED3 | 9.52 | 3.32 |
| PP2CA | 2.12 | 1.38 |
| CYP707A3 | 0.38 | 4.44 |
| ABA3 | 0.94 | 0.91 |
| ABI1 | 4.07 | 2.69 |** p-value = 0.003
* p-value = 0.019
Fold Change (WD/C)
ABA1
ABA3
ABI1
PP2CA
NCED3
CP707A3

How the deposited data were processed for this re-analysis (not part of the article)

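The samples were root tips and shoot tips of V. riparia taken after 14 d of WD or C treatment, in 12 libraries with 3 replicates in each of the 4 groups, and each replicate combined 3 vines. The groups and replicate numbers were taken from the sample labels and the paper's methods. The authors cleaned the 100 bp single-end reads with Prinseq, aligned them with TopHat and Bowtie2 to the PN40024 assembly of V. vinifera, and deposited raw counts of reads on gene models from htseq-count. They also deposited RPKM values per library from Cufflinks, and for each organ the Cuffdiff comparison of WD with C, in which the authors gave a group value in FPKM, a p-value and a q-value for each gene. The count tables also hold lines that name no gene, for unaligned, ambiguous and repeatedly aligned reads. These lines were left out of library sizes and tests, and the reads on genes were 69.1 to 76.5% of the total. There were 0 columns of values per sample that could not be assigned to a sample.

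From the raw counts, genes were kept with the filterByExpr function of edgeR 4.0.16 (R 4.3.3) and libraries were scaled by TMM. WD was compared with C in each organ separately, over its 6 libraries, with robust dispersion estimates and edgeR's quasi-likelihood test, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method with a threshold of 0.05. Fitting the organs separately let each organ have its own estimate of spread. The interaction of organ and water treatment was tested by the same method over the 12 libraries. The SE of a log2 fold change was taken as its absolute value divided by the square root of the F statistic. A level at or under 3 counts in every library of a group was treated as the floor of detection, and no fold change is given where both groups are at it. CPM values are scaled by TMM within the organ, so levels are compared within and not between organs. The test of shoot tissue in the root samples is the exception, and its CPM values were scaled by TMM over all 12 libraries.

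The genes named in the text are every gene the paper names by its identifier or by a symbol that its tables or figures pair with an identifier, and in each organ the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05, without overlap of WD and C libraries, and with an average log2(CPM + 0.5) over the organ's libraries at or above the median of the tested genes. The average was first computed on another scale and was corrected to this definition after a first set of genes had been listed. Gene lists for families were the identifiers in Fig. 3, Fig. 7, Fig. 8, Table S3, Table S5 and Table S6. The authors chose most of them as DEGs on these libraries. Counts adjusted over the list alone, or of listed genes without overlap of WD and C libraries, are therefore not independent evidence. Gene positions are those of the authors' tables. Networks were computed from Pearson correlations of the deposited RPKM values with the limits of the paper's methods (0.96, and 0.8 for the root network of ABA, cytokinin and circadian rhythm genes) and set beside 1000 random draws of as many genes.

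The code was tested on simulated counts for the real genes, library sizes and spread, with 200 genes changed by known folds. In root edgeR's test recovered 0 of 48 genes changed 2-fold, 37 of 50 changed 4-fold, 47 of 50 changed 8-fold and 49 of 50 changed 16-fold, with 9 false calls among 19333 genes. In shoot it recovered 4 of 50, 37 of 50, 43 of 48 and 46 of 50, with 10 false calls among 19318 genes. The interaction test recovered 1 of 49, 13 of 50, 25 of 50 and 41 of 49, with 5 false calls among 20959 genes. These shares hold for the simulated counts only. In the real root libraries no gene was called, including genes such as NCED3, ABI1 and AHP4 that changed more than 4-fold without overlap of WD and C libraries. The network code recovered 45 of 45 pairs built to be correlated and 0 of 390 others among 30 genes. Replicates were checked for libraries deposited more than once. All pairs within a group differed by far more than sampling noise (chi-square per degree of freedom from 23.7 to 177).

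The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, upper-quartile scaling, total counts alone, no filter on low counts, a filter of 10 counts in every library, the replicate number as an added factor, limma 3.58.1 on log2(RPKM + 1) and log2(RPKM + 0.1), all 12 libraries in a single model, libraries thinned to the smallest total, at least a 2-fold change, and each library left out in turn. For the interaction, the added factor was each combination of treatment and replicate number, which pairs root and shoot libraries. For networks the alternatives were the logarithm of RPKM, TMM-scaled CPM, deviations from the WD and C means, another limit, and each library left out. The tests of the main results, their samples and the rule for named genes were also fixed at that point. Gene set enrichment with VitisNet pathways was not repeated, and tests of whole annotated families were not run, because no annotation of all genes was used here. Cuffdiff was not rerun, so the authors' calls are compared as they stand in their deposited table. Python 3.11.15 with matplotlib 3.10.9 drew the figures. The physiological measurements of the paper were not analysed here.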

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

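The test of regrouped libraries for the interaction was set before its values were seen. Only the division of its draws by the grouping they kept was made after the results were seen, and the genes were picked for their large differences.

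The response of 129 genes differed between root and shoot by edgeR's interaction test (59 with a higher and 70 with a lower shoot response, 4194 at an unadjusted p under 0.05). For 96 of them the signs were opposite. The number is not stable. It was 1930 with DESeq2 and 60 without a filter on low counts. With root and shoot libraries of the same treatment and replicate number paired as blocks it was 757 (210 with a higher and 547 with a lower shoot response). With 1 library left out it was between 0, without C root replicate 1 among others, and 1257, without WD shoot replicate 1. Of 100 drawn splits of both organs' libraries, the real grouping included and 200 being possible, 5 gave as many genes, and the largest of the others gave 4554. The 4 of these 5 besides the real grouping kept the real shoot grouping and regrouped root only, so they still hold the shoot response and do not show what libraries without a treatment difference would give. None of the 83 draws that regrouped both organs gave a gene. A difference in response between the organs and a difference between single libraries remain open as explanations of this count. Reads shared between paralogs were left uncounted by the authors' counting and were not tested as an explanation.

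CYP707A3 (VIT_02s0087g00710) is among these genes, with a shoot minus root difference of 3.37 (edgeR adjusted p = 0.0488), and all 3 WD libraries moved up in shoot and down in root. The adjusted p is close to the threshold. The shoot rise held in every setting run, with a log2FC between 2.25 and 2.91 when 1 library was left out. The root part was -0.34 without C root replicate 3, against -0.90 with it. The paper's PCR ratios for the gene also go in opposite directions in the organs. A biological difference in ABA breakdown between the organs is a hypothesis that the design allows, and no technical explanation specific to this gene was tested.

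VIT_05s0077g01280, annotated as a beta xylosidase, had a difference of 6.16 (edgeR adjusted p = 0.0494). It rose in WD shoot from 5.17 ± 5.51 to 369 ± 195 CPM (SD, n = 3), a log2FC of 6.14 (SE 0.95, edgeR adjusted p = 0.0116), and in root the log2FC was 0.03 (SE 0.51, edgeR adjusted p = 0.987), with a sign that changed when libraries were left out. VIT_06s0004g04640 had a difference of -4.69 (edgeR adjusted p = 0.0488), with a fall in WD shoot from 204 ± 47.8 to 11.6 ± 7.61 CPM and a root log2FC of 0.60 (SE 0.46, edgeR adjusted p = 0.695). In shoot all WD libraries were above all C libraries for the first gene and below for the second. Both were picked by the rule for the largest shoot changes, so a large difference from root is favoured by the choice. The paper does not report either gene in its text. No technical explanation specific to them was tested.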

How the results depend on the processing

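No gene was called in WD root by any setting over all or 5 of the 6 root libraries except DESeq2, with 441 (277 higher and 164 lower), and the model of all 12 libraries, with 11 (9 higher and 2 lower). In shoot the count stayed within 1.5 times of the 5301 genes under every setting over all libraries (3711 with at least a 2-fold change to 7413 with DESeq2), and 1629 genes rose at least 2-fold. With 1 shoot library left out it went from 632 to 6115 (357 to 2760 higher, 224 to 3355 lower), lowest without C shoot replicate 3. Fewer libraries lower the power of the test, but the number differs with the library left out and the cause was not tested. DESeq2 gave 224 shared genes, 14 of them opposite. The interaction gave 1930 genes with DESeq2, 60 without a filter, and 0 to 1257 with 1 library left out. It gave 757 with root and shoot libraries paired by treatment and replicate number. The cause was not tested.

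The replicate numbers were not shown to pair the libraries. WD and C libraries of an organ come from different vines, and the correlation of deviations from the group means between libraries with the same number was −0.368 to 0.0169 in root and −0.0973 to 0.136 in shoot. Between root and shoot it was 0.00388 to 0.164 in C and 0.0300 to 0.264 in WD. The paper took root and shoot tips at the same time, and whether equal numbers mark the same vines in both organs remains open. With the replicate block 3737 genes were called in shoot and 0 in root, and among single genes 9 results changed.

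Of the listed genes, DESeq2 called 46 in root: 1 ABF, 4 bHLH, 3 bZIP, 2 MYB, 4 NAC, 4 PP2C, 1 PYR/PYL, 11 SnRK2 and 1 ROS gene, and of Table S5 9 ABA, 5 auxin, 3 ethylene, 1 cytokinin and 4 circadian rhythm genes. It called 3 PCR candidate genes there. In shoot the replicate block called 5 WRKY and 5 circadian rhythm genes, and 5 circadian rhythm genes were called without a filter. With 1 shoot library left out 51 to 249 listed genes were called: 0 to 2 ABF, 6 to 32 MYB, 2 to 16 NAC, 4 to 17 PP2C, 0 to 3 PYR/PYL, 2 to 14 ROS, 3 to 23 SnRK2, 0 to 9 WRKY, 4 to 31 bHLH and 3 to 23 bZIP genes, 8 to 24 ABA, 7 to 26 auxin, 0 to 8 circadian, 4 to 14 cytokinin and 5 to 25 ethylene genes, and 2 to 5 PCR candidate genes. The cause was not tested.

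Edges of the root network of ABA, auxin and ethylene genes were 142 and 144 with log2(RPKM + 1) and log2(RPKM + 0.1), with 29 and 29 between ABA and ethylene and 2 and 2 from ABF2 to ethylene. ABF2 had 9 with TMM-scaled CPM. Deviations from the WD and C means gave 56 between ABA and auxin, 8 from ABF2 and 2 from ABF3. In the shoot network deviations gave 221, with 48 between ABA and ethylene, 47 between ABA and auxin, 5 from ABF2 and 0 from ABF3, and log2(RPKM + 0.1) gave 6 from ABF2 and 2 from ABF3. In the network with cytokinin and circadian rhythm genes, the limit of 0.96 left 63 root edges, 14 between ABA and cytokinin and 15 between ABA and circadian rhythm genes, because it keeps fewer pairs. In shoot deviations gave 103, with 24 between ABA and cytokinin and 22 between ABA and circadian rhythm genes, which was 24 with log2(RPKM + 1). With 1 library left out the root network of auxin and ethylene genes had 171 to 472 edges (27 to 68 ABA to auxin, 40 to 118 ABA to ethylene, 3 to 12 from ABF2, 0 to 2 from ABF3), that of shoot 608 to 1142 (120 to 256, 130 to 226, and 1 to 11 from ABF3). The root network of cytokinin and circadian rhythm genes had 65 to 107 edges of ABA to circadian rhythm genes and that of shoot 221 to 412 edges (39 to 73 to circadian rhythm and 66 to 136 to cytokinin genes). The removal of the treatment difference is part of the deviation setting. A fixed limit is passed by chance more often with 1 library left out, or with group means removed, than over all 6 libraries. Edge counts of those settings are therefore not directly comparable with those of the full networks. Otherwise the cause was not tested.

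Of 139 results for single genes, 55 kept their direction and their side of the threshold in every setting, and 26 changed sign in at least 1. Besides these sign changes, settings over all libraries brought a gene under the threshold in 30 cases and above it in 14, and leaving out 1 library did so in 11 and 91 cases. DESeq2 turned 22 into calls, 15 of them in root, and lost none. The results that changed sign are given with their log2FC and the range with 1 library left out, and the cause was not tested. In root they were VIT_19s0027g01090 0.25, with -0.21 to 0.52. VIT_12s0055g00020 -0.0117, with -0.16 to 0.21. VIT_01s0011g00760 0.24, with -0.36 to 0.61. VIT_17s0000g02680 0.00212, with -0.24 to 0.18 and -0.0133 with DESeq2, -0.0179 with upper-quartile scaling. VIT_15s0024g01670 1.22, with -0.23 to 2.01. VIT_17s0000g07580 -0.0182, with -0.22 to 0.0737 and 0.0841 with limma at pseudocount 1, 0.11 with limma at pseudocount 0.1. VIT_14s0068g01380 0.21, with -0.23 to 0.43. VIT_05s0077g01480 0.0604, with -0.21 to 0.19. VIT_05s0077g01280 0.0256, with -0.41 to 0.56. VIT_12s0028g02990 -0.24, with -0.91 to 0.13. VIT_06s0061g00750 0.18, with -0.16 to 0.93. VIT_10s0042g00100 -0.23, with -0.71 to 0.16. VIT_02s0025g04830 0.21, with -0.15 to 1.13. VIT_01s0026g00970 -0.0337, with -0.77 to 0.42. VIT_17s0000g05360 0.0748, with -0.58 to 0.40 and -0.0538 with the replicate block, -0.0103 with limma at pseudocount 1, -0.0299 with limma at pseudocount 0.1. VIT_07s0005g02370 0.31, with -0.20 to 0.75. VIT_07s0005g02380 0.0594, with -0.15 to 0.35. VIT_05s0051g00870 0.0242, with -0.11 to 0.12. In shoot they were VIT_09s0002g01760 0.13, with -0.0148 to 0.29. VIT_10s0003g03750 -0.10, with -0.47 to 0.85 and 0.16 with the replicate block, 0.0434 with limma at pseudocount 1, 0.0603 with limma at pseudocount 0.1. VIT_06s0004g05050 -0.20, with -0.68 to 0.70 and 0.18 with the replicate block. VIT_07s0005g01710 0.0535, with -0.14 to 0.25 and -9.44e-04 with limma at pseudocount 1, -5.16e-05 with limma at pseudocount 0.1. VIT_00s0698g00010 0.20, with -0.12 to 0.43. VIT_04s0044g00020 0.14, with -0.17 to 0.39. VIT_11s0052g01800 -0.13, with -0.31 to 0.0604. VIT_12s0028g01110 0.11, with -0.0396 to 0.24 and -0.0639 with limma at pseudocount 1, -0.0658 with limma at pseudocount 0.1.

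Depth limits genes with few reads, such as the glycosyltransferase VIT_03s0063g00040, which was not tested. The annotated family set tests and their alternatives, fry and an estimated correlation, were not run.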

Differences from the paper's values

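The paper reports 1385 DEGs in WD root, 885 up-regulated and 500 down-regulated, where edgeR's test called 0 in each case (1771 at an unadjusted p under 0.05). It reports 836 DEGs shared by the organs, 73 of them with opposite regulation, and 0 were shared here. None of the alternatives set before the data were examined came within 1.5 times of these values. DESeq2 came nearest, with 441 root genes, 277 higher and 164 lower, and with 224 shared genes, 14 of them opposite. The 12 libraries in a single model gave 11 root genes, 9 higher and 2 lower. The authors' deposited table itself gives 887 up-regulated and 498 down-regulated root DEGs, 2979 and 3946 in shoot, and 68 shared DEGs with opposite regulation.

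For gene families in WD root, the paper's numbers of up-regulated DEGs are 5 for PP2C, 14 for SnRK2, 9 for NAC, 21 for ethylene, 18 for auxin and 10 for circadian rhythm genes, and edgeR's test called 0 of the listed genes in each. DESeq2, with 4 PP2C genes, came within 1.5 times of the paper's 5, and no alternative did for the other families. For auxin in root and circadian rhythm in shoot the lists of Table S5 do not hold all of the paper's genes, since the authors' deposited table has 16 and 12 of the listed genes as up-regulated DEGs, so part of the difference lies in the list. In WD shoot the paper gives 15 up-regulated circadian rhythm genes, and 9 of the listed genes were called here, with 10 by DESeq2 and 10 by upper-quartile scaling, which come within 1.5 times of it. The paper gives 20 up-regulated cytokinin genes in WD shoot and 11 were called here. DESeq2 called 15 and 14 were called without WD shoot replicate 1, which come within 1.5 times of it, and the other alternatives did not.

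The values of Table S6 are log2 fold changes, on the scale used here. Here and below, the error is the pooled SD of log2(CPM + 0.5) within the WD and C groups of these libraries. It is not an error of the paper's values. In root 13 of its 23 values differ, 8 of them in sign, and in shoot 0 of 21 do. The paper's root value and the value here were −0.44 and 0.21 for VIT_02s0025g04830, −0.51 and 0.0748 for VIT_17s0000g05360, −0.21 and 0.31 for VIT_07s0005g02370, −1.76 and −1.16 for VIT_14s0060g00120, and −1.50 and −0.97 for VIT_18s0001g06360. The first 3 lie within this error of the paper's value and differ in sign only, and the last 2 lie outside it. In the authors' deposited table VIT_02s0025g04830 (2.88 in C and 2.99 in WD) and VIT_07s0005g02370 (1.74 and 2.49) were higher in WD root. VIT_17s0000g05360 (5.05 and 4.37) was lower. The root column of Table S6 lies below the ratio of that table by a median of −0.50 over 23 genes. A nearer value from an alternative therefore does not explain the gap. Some alternatives have the paper's sign and come within the error. They are −0.15, −0.07 and −0.10 for VIT_02s0025g04830 without C root replicate 1, C root replicate 2 and WD root replicate 2. For VIT_17s0000g05360 they are −0.05 with the replicate number as a factor, −0.01 and −0.03 with limma at pseudocounts of 1 and 0.1, −0.21 without C root replicate 1 and −0.58 without WD root replicate 1. For VIT_07s0005g02370 they are −0.00 without C root replicate 3 and −0.20 without WD root replicate 3. For VIT_14s0060g00120 they are −1.37 without C root replicate 3 and −1.47 without WD root replicate 1. For VIT_18s0001g06360 they are −1.06 with the replicate number as a factor, −1.06 without C root replicate 1 and −1.28 without WD root replicate 1.

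For a further 8 root values of Table S6 none of the alternatives set before the data were examined closed the gap. The paper's value and the value here were 0.0665 and 0.65 for VIT_08s0007g03430, −0.58 and 0.0594 for VIT_07s0005g02380, −0.47 and 0.0242 for VIT_05s0051g00870, −0.64 and −0.13 for VIT_07s0141g00390, −0.35 and 0.20 for VIT_18s0122g01320, 0.37 and 0.96 for VIT_02s0025g03600, −0.34 and 0.33 for VIT_04s0008g06780, and −0.14 and 0.37 for VIT_03s0038g02320. The root column of Table S6 lies below the ratio of the authors' deposited table by a median of −0.50, while the shoot column lies at −0.00. In Table S4, VIT_11s0016g03170 has the paper's log2 fold change of 2.04 and 2.17 here. Adding the replicate number as a factor (2.16), limma at a pseudocount of 0.1 (1.93), and leaving out C shoot replicate 2 or 3 or WD shoot replicate 2 or 3 come within the error of it.

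Of the paper's PCR ratios of WD to C, that of ABA1 in shoot is 0.793, against a RNAseq ratio of 1.50 here, that of PP2CA in shoot is 1.38 against 2.55, that of NCED3 in root is 9.52 against 5.48, and that of ABA3 in shoot is 0.91 against 1.91. No alternative closed the gap for ABA1 or PP2CA. For NCED3 the ratio was 7.84 without C root replicate 2, 6.74 without WD root replicate 1 and 5.68 without WD root replicate 2, which come within the error of the paper's value. For ABA3 limma gave 1.03 at a pseudocount of 1 and 1.15 at 0.1, which are within 1.5 times of the paper's value. The authors' deposited levels of ABA3 in shoot are 0.0781 in C and 0.136 in WD, so these pseudocounts draw the ratio toward 1 whatever the change, and the nearness says nothing about the PCR value.

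Other statements of the paper differ from the counts here. The paper states that the aquaporin NIP1;2 (VIT_14s0108g00700) was up-regulated in WD root, and its log2FC here was −0.84, with a level of 26.7 in C and 14.1 in WD in the authors' deposited table. It states that VIT_09s0002g03120 was up-regulated in WD root, and at most 7 reads were counted there in any library. It states that catalase genes were down-regulated in WD root, where VIT_00s0698g00010 and VIT_04s0044g00020 had log2FC values of 1.84 and 1.95 and VIT_06s0004g01560 had −1.88. It states that a pair of APX genes was up-regulated in WD shoot, where VIT_03s0017g00140 had −1.05 (edgeR adjusted p = 0.0605). It states that ABF3 is correlated with ethylene genes in root and not in shoot, and ABF3 had 0 edges in root and 1 in shoot. With deviations from the WD and C means ABF3 had 2 edges in root and 0 in shoot, which is the order the paper states. The paper states in its discussion that ABA1 fell in WD shoot and in its conclusions that ABA1 rose in both organs. The paper's PCR ratio of ABA1 in shoot, 0.793, has the direction of its discussion. The shoot log2FC of ABA1 from RNAseq was 0.58. It states that NCED3 was up-regulated in WD shoot, where edgeR's adjusted p was 0.375, and 0.0176 without C shoot replicate 1 (range over the alternatives 0.0176 to 0.614). It states that the UDP-glycosyltransferase VIT_12s0055g00020 was up-regulated in WD shoot, where the log2FC was 0.67 (edgeR adjusted p = 0.490). It states that ARR5 was significantly lower in WD shoot, where the log2FC was −1.24 (edgeR adjusted p = 0.0504, and DESeq2 0.00902, range over the alternatives 0.00902 to 0.147).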

Other observations

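The tests chosen after the results were seen are those of spread, of single root libraries, of regrouped libraries for the DEGs of root, of shoot and of both organs and for the family genes in root, of shoot tissue, of the WD replicate series and WD root replicate 3, and of draws from up-regulated DEGs. The other tests here were set before their results were seen.

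The number of genes called in WD root (0) is far below that in WD shoot (5301). The tables argue against several technical explanations as the whole cause. With all libraries thinned to the smallest total, 5135 genes were still called in shoot, and with total counts alone 5122 were, so depth and scaling do not account for it. A failed or mislabelled root library stays open. Leaving out each root library in turn gave 0 called genes in root, which does not exclude it, because the count is already 0 with all libraries and 5 libraries are fewer. Without WD root replicate 1, the genes at an unadjusted p under 0.05 rose from 1771 to 3380. The median SE over all genes tested in both organs was 0.26 in root and 0.26 in shoot. Over the genes called in shoot it was larger in root, and with the shoot errors raised by that ratio 3112 genes were still called, so spread alone does not remove the difference. A part of it stays open, since over the authors' root DEGs the SD of log2 CPM was 0.742 between WD root libraries, 0.462 between C root, 0.469 between WD shoot and 0.431 between C shoot libraries. Smaller changes in root remain: the median absolute log2FC of the real root groups was 1.22 times the mean of the other 9 splits of the libraries, and that of shoot 2.16 times. In root 3 of the other splits had a larger median. The split that exchanges C root replicate 2 and WD root replicate 1 had 3147 genes at an unadjusted p under 0.05, against 1771 for the real groups. That split called 0 genes, and none of the other 9 root splits called more than 1. Exchanging 1 C and 1 WD root library thus did not bring calls in root either. Since the real count of calls in root is 0, it could only come out that 10 of 10 splits gave as many, both over all genes and over the listed family genes, and this says nothing about the treatment. In shoot 1 of 10 splits, the real one, gave as many calls, as it did over the family genes and over the PCR candidate genes. Since 10 splits cannot give a share under 0.1, the treatment and an accidental grouping of the shoot libraries cannot be told apart by this test alone, although the largest number of genes at an unadjusted p under 0.05 in another shoot split was 817 against 8367. For the genes shared by both organs the outcome was also fixed, as 100 of 100 pairs of splits must give at least the real 0.

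The root response may follow the shoot response at a lower level. For the genes called in shoot, the median root change in the direction of the shoot change was 0.30, and 3 of the 10 splits of root libraries, the real one included, gave a median as large in size (0.40 and −0.34 for the others), so an accidental arrangement of root libraries cannot be told apart from a shared response, because other groupings give medians larger in size than the real one.

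Along the genes called in WD shoot, libraries differ within the WD groups. The score of a library, its median log2 distance from the C mean in the direction of the shoot change, was 1.11, 1.33 and 1.59 for WD shoot replicates 1, 2 and 3, and 0, 0.213 and 0.690 for WD root replicates 1, 2 and 3. C root libraries lay between −0.186 and 0.135. The scores rise with the replicate number in both organs, and the labels do not say whether equal numbers mark the same vines. Depth does not account for the order in shoot, since WD shoot replicate 3 has the highest score and the lowest depth of the 3, with 17.4 M counts against 19.7 M for replicate 1. In root the depths were 14.4, 18.1 and 22.8 M for WD replicates 1, 2 and 3, the same order as the scores. The root scores were not recomputed with thinned libraries, so depth stays open for them. WD root replicate 3 was also the farthest of the 3 WD root libraries from the controls for 73.6% of the authors' root DEGs, where chance gives 33.3%. It stayed at 74.7% with libraries thinned, which argues against depth for this share. Upper-quartile scaling gave 73.9%. That scaling moved little in root (1794 genes at an unadjusted p under 0.05 against 1771), so it hardly tests scaling. Total counts alone were not run for this share, and scaling stays open. In shoot WD replicate 3 was farthest for 69.2% of the authors' DEGs. A candidate explanation is that vines of replicate 3 were under a stronger water deficit at sampling, which was not tested, and the water status of single replicates was not used here. Several root values at the claims depend on this library, for example the log2FC of VIT_16s0050g01090, which was 1.08 without it.

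Of the photosynthesis genes of Table S3, which rose in WD root, 5 are among 87 genes with at least 200 CPM in shoot and at most 1% of that in C root. Shoot tissue in the WD root samples would bring all such transcripts. The rise of these 5 genes was 0.513% of their shoot level (median), and that of the other 82 genes was 0.0358%, a ratio of 0.0697. PSBS (VIT_18s0001g02740) went from 2.27 to 17.3 CPM in root, while the most abundant other gene in shoot, VIT_17s0000g03690 at 12941 CPM in WD shoot, went from 0.628 to 1.03 CPM. Shoot tissue thus does not account for the photosynthesis genes as a whole. Of the other 82 genes, 69 were also higher in WD root, so a small general rise of such transcripts is present. A change in plastids of root tips under water deficit is a hypothesis that stays open and was not tested.

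The numbers of edges in the networks were compared with random draws of as many of the authors' DEGs of the organ. As many edges were found in 0.1% of draws for the root and 0% for the shoot network of ABA, auxin and ethylene genes, and in 5.9% and 1.1% for the root and shoot networks of ABA, cytokinin and circadian rhythm genes. All network members rose in WD according to the authors' deposited table. In draws from the up-regulated DEGs only, as many edges were found in 24.1%, 16.4%, 51.2% and 27.7% of draws, in the same order. The edge counts are therefore consistent with the choice of genes that rise in WD, with no part needed for hormone class. In draws from all tested genes the share was 0% for each network. The larger share of edges between ABA and ethylene than between ABA and auxin genes was reached in label shuffles with a one-sided p of 0.275 in root and 0.397 in shoot.

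Of the 5301 genes called in WD shoot, 895 are not DEGs in the authors' deposited table. The authors' test left 311 of them untested, and the other 584 had q-values from 0.0501 to 0.945 (median 0.0935). Their median absolute log2FC was 0.79, against 1.45 for the 4406 genes called by both. By the rule for named genes, the 2nd largest shoot rise, VIT_05s0077g01280, and the 3rd largest fall, VIT_06s0004g04640, are described above. The 1st and 3rd largest rises were VIT_14s0108g00590, an FtsH protease, with a log2FC of 6.92 (SE 0.73), and VIT_05s0020g00840 with 6.14 (SE 0.49). The 1st and 2nd largest falls were VIT_12s0028g02990 with −4.34 (SE 0.89) and VIT_01s0150g00460 with −4.18 (SE 1.16). The adjusted p of edgeR's test was 0.00818, 0.00731, 0.0190 and 0.0402 in that order, and all WD libraries were above, or for the falls below, all C libraries. The last 2 were not called when some libraries were left out (adjusted p up to 0.0796 and 0.106, without WD shoot replicate 2 and without WD shoot replicate 2).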
